# Thermal plasticity of the miRNA transcriptome during Senegalese sole development

**DOI:** 10.1186/1471-2164-15-525

**Published:** 2014-06-25

**Authors:** Catarina Campos, Arvind YM Sundaram, Luisa MP Valente, Luis EC Conceição, Sofia Engrola, Jorge MO Fernandes

**Keywords:** Solea senegalensis, miRNA, Embryonic temperature, Myogenesis, Growth, Epigenetics

## Abstract

**Background:**

Several miRNAs are known to control myogenesis in vertebrates. Some of them are specifically expressed in muscle while others have a broader tissue expression but are still involved in establishing the muscle phenotype. In teleosts, water temperature markedly affects embryonic development and larval growth. It has been previously shown that higher embryonic temperatures promoted faster development and increased size of Senegalese sole (*Solea senegalensis*) larvae relatively to a lower temperature. The role of miRNAs in thermal-plasticity of growth is hitherto unknown. Hence, we have used high-throughput SOLiD sequencing to determine potential changes in the miRNA transcriptome in Senegalese sole embryos that were incubated at 15°C or 21°C until hatching and then reared at a common temperature of 21°C.

**Results:**

We have identified 320 conserved miRNAs in Senegalese sole, of which 48 had not been previously described in teleosts. mir-17a-5p, mir-26a, mir-130c, mir-206-3p, mir-181a-5p, mir-181a-3p and mir-199a-5p expression levels were further validated by RT- qPCR. The majority of miRNAs were dynamically expressed during early development, with peaks of expression at pre-metamorphosis or metamorphosis. Also, a higher incubation temperature (21°C) was associated with expression of some miRNAs positively related with growth (e.g., miR-17a, miR-181-5p and miR-206) during segmentation and at hatching. Target prediction revealed that these miRNAs may regulate myogenesis through MAPK and mTOR pathways. Expression of miRNAs involved in lipid metabolism and energy production (e.g., miR-122) also differed between temperatures. A miRNA that can potentially target *calpain* (miR-181-3p), and therefore negatively regulate myogenesis, was preferentially expressed during segmentation at 15°C compared to 21°C.

**Conclusions:**

Temperature has a strong influence on expression of miRNAs during embryonic and larval development in fish. Higher expression levels of miR-17a, miR-181-5p and miR-206-3p and down-regulation of miR-181a-3p at 21°C may promote myogenesis and are in agreement with previous studies in Senegalese sole, which reported enhanced growth at higher embryonic temperatures compared to 15°C. Moreover, miRNAs involved in lipid metabolism and energy production may also contribute to increased larval growth at 21°C compared to 15°C. Taken together, our data indicate that miRNAs may play a role in temperature-induced phenotypic plasticity of growth in teleosts.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-525) contains supplementary material, which is available to authorized users.

## Background

MicroRNAs (miRNAs) are short non-coding regulatory RNAs that regulate gene expression post-transcriptionally. Mature miRNAs are often conserved across a wide range of species, and mutations in proteins required for miRNA function or biogenesis have shown to impair animal development [1]. They are involved in the majority of physiological processes, including stem cell differentiation, cell lineage specification, haematopoiesis, neurogenesis, immune response and myogenesis [1]. MiRNA-mediated gene regulation involves binding to the 3’-UTR of their mRNA target and sequestration of mRNA by the miRNA/RISC complex (RNA-induced silencing complex**)** in the cytoplasmic processing bodies, which results in repression of translation initiation or mRNA degradation reviewed in [2].

In vertebrates, somatic and skeletal muscle growth is strongly stimulated by Igf-I (Insulin-like growth factor I) [3], whose functions are mediated by the Igf-I receptor (Igf1R) through activation of two major intracellular signalling pathways: mitogen-activated protein kinases (MAPKs) and mTOR (mammalian target of rapamycin) through phosphatidylinositol 3 kinase (PI3K)/Akt [4]. mTOR mediates signalling in response to nutrient availability, cellular energy, mitogenic signals and various types of stressors. Phosphorylation of mTOR increases levels of protein synthesis by regulating essential proteins controlling mRNA translation. The MAPK pathway is essential for muscle cell proliferation and differentiation [5, 6], and the closely related hepatic insulin pathway acts upstream of Akt/mTOR. It recruits IRS proteins, which in turn recruit PI3K to phosphorylate Akt. Downstream of Akt, subsequent metabolic effects are largely mediated by mTOR and also FoxO1 [7]. mTOR then regulates S6K1 and 4-EBP1 to induce hepatic protein synthesis and to stimulate lipogenesis [7].

The physiological actions of these complex pathways are multiple and several miRNAs have already been identified as intervenients on their regulation. For instance, in human, miR-199a-3p and miR-101 can suppress gene expression by directly binding to the 3’-UTR of mTOR [8, 9]. Furthermore, miR-181 regulates PTEN, the principal negative regulator of PI3K [10]. MiRNAs that influence mTOR and MAPK pathways play crucial roles in myogenesis, since they are essential for muscle development and growth. For example, miR-181 is involved in myoblast differentiation and in establishing the muscle phenotype [11]. Additionally, some miRNAs (e.g., miR-1, miR-133 and miR-206) are specifically expressed in muscle and positively related with its growth [12]. Interestingly, in teleost like zebrafish (*Danio rerio*), fast muscle miRNA populations are differentially regulated during the transition from hyperplastic to hypertrophic muscle phenotype in adult fish [13]. Also, the dynamic expression of miR-206, miR-26a and miR-214 throughout skeletal muscle development in the common carp (*Cyprinus carpio*), points to an active role of these miRNAs in the myogenic process [14].

miRNAs can also modulate protein abundance and/or phosphorylation status of key signaling components of the insulin pathway. Expression of miR-122 [15] and miR-33 [16] is inversely correlated with expression and/or phosphorylation status of the α-subunit of the metabolic sensor AMPK. In fact, miR-122, which is highly abundant in mammalian [17] and fish liver [18], exerts a stimulatory role on lipogenesis and cholesterol synthesis, and inhibits fatty-acid oxidation and therefore energy production [15].

In fish, changes in miRNA expression have been documented during early ontogeny [19, 20] or in response to food ingestion [18]. However, the potential effect of water temperature on the miRNA transcriptome has never been investigated in teleosts, in spite of its profound impact on larval and juvenile growth [21]. The flatfish Senegalese sole (*Solea senegalensis*) is a species of commercial interest for marine aquaculture, particularly in Southern Europe, and it can be exposed to large thermal variations in natural and aquaculture conditions [22]. In a previous study it was shown that higher embryonic temperatures (18 and 21°C) promoted a faster development and increased the size of sole larvae by 30 days post hatch (dph) relatively to a lower temperature (15°C) [23]. Furthermore, muscle cellularity at equivalent developmental stages was affected by temperature and a transient differential gene expression associated with incubation temperature was also observed at several stages. For example, *myf5*, *fst*, *myHC* and *mrf4* transcript levels were higher at 21°C compared to 15°C [23]. It is likely that this differential expression of myogenic genes is regulated by miRNAs to some extent but their role in thermal plasticity of development and growth remains to be investigated. Hence, we have used the SOLiD deep-sequencing platform to determine potential changes in the miRNA transcriptome in Senegalese sole embryos and larvae exposed to two different temperatures (15°C or 21°C) during embryonic development. Moreover, we have predicted targets of miRNAs that were differentially expressed with temperature, in order to understand their potential role in the phenotypic plasticity of growth in teleosts.

## Results

### SOLiD sequencing of small RNAs

To identify Senegalese sole miRNAs expressed during development, 8 small RNA libraries were prepared and sequenced using the SOLiD deep-sequencing platform. 

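The 8 libraries came from the stages 75Ep, 20S, Hatch and Met, each with 1 library from embryos incubated at 15°C and 1 from embryos incubated at 21°C. Each library was made from a pool of triplicate samples, so a group of 1 stage and 1 temperature has no replicate library. The SOLiD platform reads small RNAs in colour space, and the trimmed reads numbered 2169069 to 4965849 per library. The deposited table gives each of 320 miRNAs as the log2 of its percent of the trimmed reads of its library. Its lowest value, -46.51, stands for a miRNA with no read. Reads per miRNA were recovered from these values and the trimmed reads of Table 1, and 99.5% of the 2033 values above the lowest were whole numbers of reads within 0.01 read. A miRNA counted as detected from 1 read, and undetected miRNAs entered the tests at -16.60, 1 log2 unit below the smallest value of 1 read. Stages were compared with limma (two-sided, adjusted p under 0.05) over the 295 miRNAs detected in at least 2 libraries, with temperature as a term in the model. The 2 temperatures of a stage served as its libraries, so a temperature effect that differs between stages counts as error, with 3 residual degrees of freedom. Values in parentheses after a percent or a fold are 95% intervals, which cover counting error only. The members of 26 lists of miRNAs, by family or by the tissue they are known from, were fixed before the data were examined, except that the name rule of the miR-430 list was corrected afterwards. No positions are given, since no reference for miRNA genes was at hand.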

A total of 55,053,966 raw reads were obtained, resulting in 27,639,077 reads after sequence trimming. All small RNA-seq data have been deposited in Gene Expression Omnibus under the accession GSE58297. 

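The number of miRNAs with at least 1 read was 218 at 15°C and 220 at 21°C in 75Ep embryos, and 254 at each temperature in 20S embryos. In newly hatched larvae it was 272 and 270, and at Met 275 and 268. Depth ranged widely among the detected miRNAs. miR-192, a miRNA of liver and gut, had between 32 reads (75Ep at 15°C) and 200181 reads (Met at 15°C), and miR-130c between 3156 and 206311. At the other end, 25 miRNAs were detected in 1 library only, among them miR-252 with 2 reads and miR-99b with 1 read. A miRNA with no read can still make up 3 reads, which is 6.04e-05% of the trimmed reads in the deepest library and 0.000138% in the shallowest.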

After discarding rRNAs, tRNAs and snoRNAs, 320 conserved miRNAs from 149 miRNA families were identified (Table 1). It is noteworthy that 48 of these miRNAs had not been previously described in fish (Additional file 1: Table S1). Read length distributions for each sample are shown in Figure 1. Two peaks in read length were found for all samples, one at 22–23 nt and another around 28–29 nt, which correspond to miRNAs/interfering miRNAs and piwi-interacting RNAs, respectively. The majority of reads were around the 22 nt peak, indicating miRNA enriched samples (Figure 1). No novel miRNAs were identified amongst the publicly available nucleotide sequences from Senegalese sole.

**Table 1:** **Summary of the sequenced miRNA transcriptomes in Senegalese sole embryos and larvae incubated at 15°C or 21°C**

Sample	# Total reads	# Trimmed (% Total)	Average length (nt)	# Annotated miRBase (% Total)	# Conserved miRNAs
**75Ep 15°C**	6 642 089	2 802 986 (42.2)	23.5	200 224 (3.0)	232
**75Ep 21°C**	8 842 550	2 169 069 (24.5)	21.1	174 027 (2.0)	231
**20S 15°C**	6 566 636	3 320 266 (50.6)	22.4	993 981 (15.1)	265
**20S 21°C**	6 101 835	2 564 327 (42.0)	22.7	689 954 (11.3)	265
**Hatch 15°C**	7 268 950	4 312 425 (59.3)	23.0	1 467 039 (20.2)	285
**Hatch 21°C**	6 200 277	3 256 433 (52.5)	22.4	1 162 239 (18.7)	281
**Met 15°C**	7 105 697	4 965 849 (69.9)	23.0	2 391 674 (33.7)	288
**Met 21°C**	6 325 932	4 247 722 (67.2)	25.2	804 587 (12.7)	279

75Ep: 75% epiboly, 20S: 20 somites, Hatch: hatching, Met: metamorphosis stage 3.

**Figure 1:**
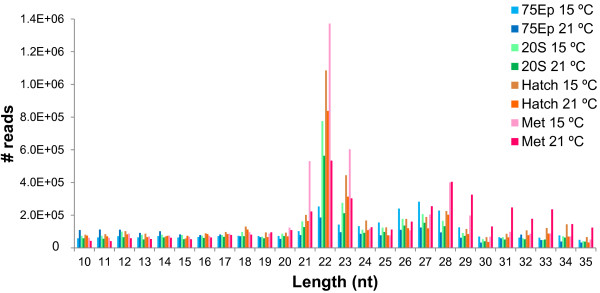
**Histogram of read lengths (nt, nucleotides) obtained by SOLiD sequencing of Senegalese sole RNA samples.** After trimming, two peaks in read length were found for all samples: one at 22–23 nt and a smaller one at 28–29 nt, which correspond to miRNAs/short interfering miRNAs and piwi-interacting RNAs, respectively. The majority of reads were around the 22 nt peak, indicating miRNA enriched samples. Embryos were incubated at 15°C or 21°C and transferred to 21°C after hatching. The developmental stages analysed were 75% epiboly (75Ep), 20 somites (20S), hatching (hatch) and metamorphosis (met).

### Differential expression of conserved miRNAs during Senegalese sole development and with embryonic temperature

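Of the 295 miRNAs tested, 203 differed between the 4 stages (limma moderated F-test). The mean over both temperatures was highest at Met for 128 of them, at Hatch for 48, at 20S for 22 and at 75Ep for 5. From 75Ep to Met 187 miRNAs rose and 16 fell. miR-194a, known from liver and gut, rose by 10.30 on the log2 scale (standard error 0.95, limma adjusted p = 1.55e-04), and miR-214-3p, which is transcribed with miR-199 in mesenchyme, rose by 9.44 (standard error 0.69, limma adjusted p = 4.85e-05). miR-430d, which clears maternal transcripts, fell by 11.24 (standard error 0.79, limma adjusted p = 4.85e-05). The median change of all tested miRNAs from 75Ep to Met was 4.07 on the log2 scale. It was 2.55 with values rescaled to the summed miRNA reads of each library, and 0.61 with each library centred on its median miRNA, where 70 miRNAs rose and 49 fell. Counts under these scalings are therefore given beside those of the miRNA groups as "rescaled" and "centred". By step, 116 miRNAs rose and 3 fell from 75Ep to 20S, with a median change of 2.15 (44 and 9 rescaled, 43 and 19 centred). From 20S to Hatch 4 rose, the muscle miRNAs miR-1a-3p and miR-133a-5p, the neural miR-9b-3p and miR-454 (8 rose rescaled, 4 rose and 3 fell centred). From Hatch to Met 40 rose and 12 fell (43 and 17 rescaled, 39 and 36 centred). These steps rest on 2 libraries per stage. In fits with 1 library left out the calls of each step often fell, also where that library was of neither stage compared. Such a fit leaves 1 stage with a single library and has fewer residual degrees of freedom. It therefore cannot tell whether a call rests on 1 library. Complete-linkage clustering on Euclidean distances of the deposited values gave groups of 71, 70 and 179 miRNAs. The 179 were those detected in all 8 libraries, miR-130c, miR-192 and miR-430d among them, and held 98.0% to 99.8% of the miRNA reads of each library. miRNAs in the other two groups were detected in a median of 2 and 6 libraries. With undetected miRNAs at -16.60, a setting chosen after the data were seen, the group sizes were 143, 132 and 45.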

Hierarchical clustering of the 320 conserved miRNAs found with SOLiD sequencing in Senegalese sole revealed three main clusters: miRNAs with very low number of reads throughout development (Figure 2A), miRNAs generally highly expressed in all developmental stages (Figure 2B) and miRNAs with variable expression during development (Figure 2C).miRNA diversity and expression varied amongst developmental stages (Figures 2, 3). Notably, several passenger strands showed very high expression values in one or more stages of development, such as miR-122-5p, miR-140-3p, miR-181a-3p, miR-199a-3p or miR-203b-5p (Figure 2B, C and Figure 3E). 

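The 5 strands differed in when and how strongly they were read. miR-199a-3p, from a precursor expressed in mesenchyme, reached 1.88% (1.87 to 1.90) of trimmed reads at Met at 15°C, where it was the 6th miRNA by reads. miR-181a-3p, whose precursor acts in myoblast differentiation, peaked at Hatch at 15°C with 0.560% (0.553 to 0.567) and the 12th rank. miR-140-3p, from a precursor known from cartilage, peaked at Met at 15°C with 0.548% (0.542 to 0.555). miR-122-5p, from the liver miRNA miR-122, had its highest value at Met at 21°C with 0.0765% (0.0739 to 0.0791), the 45th rank. miR-203b-5p, from a skin precursor, ranked 23rd and 22nd at 75Ep (15°C and 21°C) and reached 0.0855% (0.0824 to 0.0887) at 20S at 15°C. From 75Ep to Met, miR-199a-3p rose by 8.73 on the log2 scale (limma adjusted p = 2.04e-04), miR-122-5p by 7.96 (limma adjusted p = 3.75e-04) and miR-140-3p by 5.07 (limma adjusted p = 0.00242). miR-181a-3p rose by 4.40 (limma adjusted p = 0.00618), a change that was -0.067 with each library centred on its median miRNA. miR-203b-5p had a change of 1.05 that did not pass (limma adjusted p = 0.308) and was -3.42 when centred.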

Generally, at earlier stages of development (i.e., 75Ep and 20S), there was less variety and lower level of miRNA transcripts than at later stages (Figure 2). 

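Libraries of 75Ep and 20S embryos held 236.5 ± 20.2 detected miRNAs (SD, n = 4 libraries) and those of Hatch and Met 271 ± 2.99 (SD, n = 4), an exact permutation p of 0.0286, two-sided, the smallest that 4 libraries against 4 allow. Each group of 4 holds 2 stages with 2 libraries each, which the test takes as independent. The 75Ep and 20S libraries had 142964 to 767509 miRNA reads and those of Hatch and Met 758723 to 2284973. Counts of detected miRNAs here were not corrected for this depth. miRNAs with at least 10 reads numbered 155 ± 26.2 and 211 ± 13.6 (SD, n = 4 each, exact permutation p = 0.0286). Of the 320 miRNAs, 32 had no read in any library of 75Ep or 20S and were read later. Among these, miR-489 had 5 and 2 reads at Hatch and 452 and 148 at Met (15°C and 21°C), miR-215, a relative of the gut miR-192, had 45 and 8 at Met, and miR-454 had 11 and 21 at Hatch. Another 35 were read at an earlier stage and not at Met, miR-430e and miR-92b among them. The summed share of miRNAs in trimmed reads was 14.7% ± 9.24 in 75Ep and 20S and 29.8% ± 12.0 in Hatch and Met (SD, n = 4 each), which did not pass the exact permutation test (p = 0.114, two-sided). By library this share was 6.84% and 6.59% at 75Ep (15°C and 21°C), 23.1% and 22.3% at 20S, 24.9% and 30.5% at Hatch, and 46.0% and 17.9% at Met. Among the 160 miRNAs above the median abundance the number detected was 1.01 times as high late as early (exact permutation p = 0.143). Nearly all of these were already detected early, so this ratio had little room to rise. Without any 1 library of Hatch or Met the ratio for all miRNAs stayed at 1.14 to 1.15, with an exact permutation p of 0.0857. With groups of unequal size that p also counts splits in the other direction, so its rise does not itself mark a weaker difference.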

The miRNA with highest number of reads during 75Ep in both temperature groups was miR-430d (3.1 and 1.6% of the total number of reads at 15 and 21°C, respectively) (Figure 2B), followed by miR-430a and 430c. 

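miR-430d made up 3.09% (3.07 to 3.11) of trimmed reads at 15°C (86556 reads) and 1.59% (1.57 to 1.60) at 21°C (34391 reads). miR-430a came second with 2.60% (2.58 to 2.61) and 1.54% (1.52 to 1.55). miR-430c was the third at 15°C with 0.147% (0.142 to 0.151) and the 11th at 21°C with 0.0807% (0.0769 to 0.0845). The third at 21°C was miR-17a-5p, of the proliferation-linked miR-17-92 cluster, with 0.723% (0.712 to 0.734), against 0.108% (0.104 to 0.112) at 15°C. It was followed by miR-203a, known from skin, with 0.379% (0.371 to 0.387) and miR-130c with 0.336% (0.328 to 0.343). The 5 members of the miR-430 family together took 85.3% of all miRNA reads at 15°C and 48.6% at 21°C. They fell in the lowest 0.5 percent of 10000 random lists of like abundance for the median difference between temperatures at this stage, -0.81 on the log2 scale for the 4 members detected at both. With 1 library per temperature this difference has no replicate check.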

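In the miR-430 family, which accelerates the clearance of maternal transcripts, 4 of 5 members fell from Hatch to Met and none rose (limma, also 4 adjusted over the list alone, rescaled and centred). miR-430a fell by 9.40 on the log2 scale (standard error 0.92, limma adjusted p = 4.64e-04), miR-430d fell by 9.29 (standard error 0.79, limma adjusted p = 2.47e-04) and miR-430c fell by 9.11 (standard error 0.69, limma adjusted p = 1.87e-04). The summed family made up 5.83% and 3.21% of trimmed reads at 75Ep (15°C and 21°C), 5.66% and 5.72% at 20S, 1.72% and 1.44% at Hatch, and 0.00421% and 0.00141% at Met, which is 209 and 60 reads. miR-430e had 42 and 11 reads at Hatch and no read at Met. miR-430i, with at most 3 reads in a library, did not pass the test. The 4 calls from Hatch to Met rest on 2 libraries per stage, and between 75Ep and Met the same number of members fell.

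**Figure D1:**
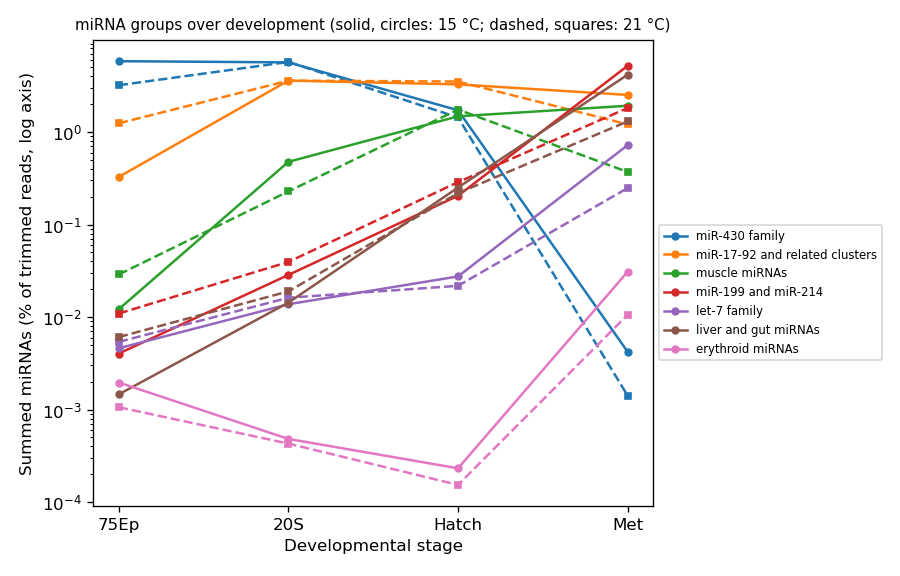
Summed percent of trimmed reads (logarithmic axis) of 7 lists of miRNAs at 75Ep, 20S, Hatch and Met, with circles and solid lines for 15°C and squares and dashed lines for 21°C, 1 library per point. The miR-430 family ends at 0.00421% and 0.00141% at Met, while let-7, miR-199 with miR-214, and the liver and gut miRNAs lie highest at Met, and of the 21 miRNAs of the miR-17-92 clusters 5 rose and 2 fell from 75Ep to Met as deposited, while 1 rose and 8 fell rescaled.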

The miR-430 family was prominently expressed until hatching, but its expression decreased sharply after that and at metamorphosis hardly any expression could be detected (Figure 2B). At 75Ep, the passenger strands with the highest number of reads were miR-203b-5p, miR-202-5p and miR-20a-3p (Figure 2B, C). 

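miR-203b-5p had 321 reads at 15°C and 669 at 21°C, miR-202-5p had 318 and 172, and miR-20a-3p had 162 and 259. The miR-124-5p strand of the neural miR-124 had 166 and 805 reads, miR-140-3p 113 and 826, and miR-181a-3p 89 and 563. miR-202-5p, known from the germ line, fell by 3.59 on the log2 scale from 75Ep to 20S (standard error 1.18, limma adjusted p = 0.0392) and by 4.14 from 75Ep to Met (standard error 1.18, limma adjusted p = 0.0123). Of the 2 germ line miRNAs listed it was the only one to pass, also adjusted over the list alone, rescaled and centred. The other, miR-202-3p, had at most 2 reads. At 21°C miR-20a-3p and miR-203b-5p took 2.07 and 2.69 times the share of trimmed reads that they took at 15°C, with no replicate check.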

During the 20S stage, miRNAs such as miR-203a, miR-17a-5p or miR-130c were found to be highly expressed (Figure 2B; Figure 3A, C). 

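miR-130c had the most reads at both temperatures, 4.00% (3.98 to 4.02) of trimmed reads at 15°C and 2.95% (2.93 to 2.97) at 21°C. miR-430a and miR-430d followed with 2.90% and 2.46% at 15°C, then miR-203a with 1.49% (1.48 to 1.50) and miR-17a-5p with 1.20% (1.19 to 1.21). At 21°C miR-203a took 2.11% (2.09 to 2.13), miR-203b-3p, its relative in skin, 1.27%, and miR-17a-5p 1.22%. From 75Ep to 20S 116 of all 295 miRNAs rose and 3 fell in limma, and no list was tested against the others. Of 14 epithelial miRNAs 7 rose and 1 fell (the same adjusted over the list alone, 2 and 1 rescaled, 3 and 1 centred), with miR-203a up by 3.29 on the log2 scale (standard error 1.06, limma adjusted p = 0.0367) and miR-205-5p by 4.35 (standard error 1.17, limma adjusted p = 0.0201). The 1 that fell, miR-200a-5p, rests on deposited values that stand for 2.58 and 1.26 reads at 75Ep (15°C and 21°C). Its value at 20S at 21°C stands for 0.346 read and counted as undetected, so this fall carries little weight. Of 21 miRNAs of the miR-17-92 and related clusters 11 rose (12 adjusted over the list alone, 1 rescaled, and centred none rose and 1 fell), among them miR-18a by 3.44 and miR-19a-3p by 3.48. From 75Ep to Met 5 of the 21 rose and 2 fell (4 and 1 adjusted over the list alone), a direction that turned to 1 and 8 rescaled and to 0 and 16 centred, and from Hatch to Met none rose and 4 fell (5 adjusted over the list alone, 5 rescaled, 11 centred). From 75Ep to 20S miR-17a-5p itself had a change of 2.12 (limma adjusted p = 0.151), which did not pass. In that step 6 of 7 rose in the miR-30 family (6 adjusted over the list alone, 2 rescaled, 2 centred), and in the miR-26 family, tied to myogenesis, 2 of 2 rose (2 adjusted over the list alone, neither rescaled nor centred). miR-196a and miR-196b, encoded in the Hox clusters, rose by 5.23 (limma adjusted p = 0.00652) and 7.04 (limma adjusted p = 0.0122), which is 2 of the 2 tested members of the miR-196 list (2 adjusted over the list alone, 1 rescaled, 1 centred). miR-147b also passed, on 1924 reads at 21°C against 5 at 15°C, while miR-148 had 1681 reads at 15°C and none at 21°C. These calls rest on 2 libraries per stage, and the fits with 1 library left out cannot tell whether any of them rests on a single library.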

At hatching, miR-130c was the miRNA with the highest number of reads in both temperatures (2.4 and 6.3% of total miRNAs at 15 and 21°C, respectively). 

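miR-130c made up 2.39% (2.37 to 2.40) of the trimmed reads at 15°C and 6.34% (6.31 to 6.36) at 21°C, a share 2.65-fold (2.63 to 2.67) as high at 21°C, or 2.16-fold when rescaled. The list of miR-130, miR-301 and miR-454, with both strands counted, held 11 miRNAs, and 8 of them rose from 75Ep to Met (limma, 8 adjusted over the list alone, 5 rescaled, 3 centred). Most of that rise came by 20S, where 7 passed (7 adjusted over the list alone, 3 rescaled, 3 centred). miR-130c rose by 4.14 on the log2 scale from 75Ep to 20S (standard error 1.06, limma adjusted p = 0.0175) and by 3.72 from 75Ep to Met (standard error 1.06, limma adjusted p = 0.0124), although the latter change was -0.74 when centred. miR-130b-3p rose by 6.11 (standard error 0.90, limma adjusted p = 5.54e-04) from 75Ep to Met. miR-454 rose from no read in the 4 embryo libraries to 11 and 21 reads at Hatch (limma adjusted p = 0.0405). At Hatch the listed miRNAs had a median difference between temperatures of 0.93 on the log2 scale, the 99.5th percentile of 10000 random lists of like abundance, and 5 of the 11 were at least 2-fold higher at 21°C (median 0.64 rescaled). With 1 library per temperature there is no replicate check of the list, though by qPCR on replicate pools the paper reports higher miR-130c at 21°C at hatching. The calls at 20S rest on 2 libraries per stage.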

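In newly hatched larvae miR-203a, a miRNA of the skin, made up 1.76% (1.74 to 1.77) of trimmed reads at 15°C and 1.89% (1.88 to 1.91) at 21°C, the second rank at both. miR-204, known from the eye, had 1.50% (1.49 to 1.51) and 1.59% (1.58 to 1.61). miR-301c had 1.09% (1.08 to 1.10) and 1.73% (1.71 to 1.74), the 7th rank at 15°C and the third at 21°C. miR-10d, from the Hox clusters, had 1.13% (1.12 to 1.14) and 1.24% (1.23 to 1.25), and its relative miR-10b 1.16% and 1.09%. The muscle miRNA miR-206-3p ranked 4th at 15°C with 1.17% (1.16 to 1.18) and 6th at 21°C with 1.46% (1.45 to 1.48). From 75Ep to 20S miR-10d rose by 6.09 on the log2 scale (standard error 0.86, limma adjusted p = 0.00573), miR-301c by 4.75 (standard error 0.96, limma adjusted p = 0.00879) and miR-204 by 3.52 (standard error 1.14, limma adjusted p = 0.0377). From 75Ep to Met miR-204 rose by 3.39 (limma adjusted p = 0.0268) while miR-203a, at 2.24, did not pass (limma adjusted p = 0.0881), and when centred both changes turned, to -1.07 and -2.23. The changes from 75Ep to 20S rest on 2 libraries per stage.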

At this point, miR-203a, miR-204, miR-301c and miR-10d were also found in a large number of reads (Figure 2B). 

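Of all 295 miRNAs, 187 rose from 75Ep to Met and 40 from Hatch to Met in limma. In the let-7 family, which acts in differentiation, 9 of 10 members rose from Hatch to Met (9 adjusted over the list alone, 9 rescaled, 7 centred), and its summed share went from 0.0275% and 0.0218% at Hatch (15°C and 21°C) to 0.723% and 0.248% at Met. let-7a rose by 4.66 on the log2 scale (standard error 0.83, limma adjusted p = 0.00849) and let-7d by 6.47 (standard error 0.94, limma adjusted p = 0.00354). let-7j did not pass, with 4154 reads at Met at 15°C and 15 at 21°C, while let-7i had 84 and 952 there and at most 1 read in every earlier library. All 5 miRNAs of the miR-199 and miR-214 list rose from 75Ep to Met (5 adjusted over the list alone, 5 rescaled, 5 centred) and 4 of them from Hatch to Met (5 adjusted over the list alone, 4 rescaled, 4 centred), miR-199a-5p by 4.35 (standard error 0.94, limma adjusted p = 0.0202). All 10 tested members of the list of miR-10, miR-99, miR-100 and miR-125 rose from 75Ep to Met (10 adjusted over the list alone, 10 rescaled, 7 centred). They did so at different steps. The miR-10 members rose by 20S, when 5 of the list rose and, rescaled or centred, 3 others fell. From Hatch to Met 4 of the 10 rose (5 adjusted over the list alone, 5 rescaled, and centred 5 rose and 3 fell). In that step miR-125a rose by 4.67 (standard error 0.73, limma adjusted p = 0.00424) and miR-100 by 3.55 (limma adjusted p = 0.0278). The summed share of the list went from 3.06% and 3.24% at Hatch to 7.56% and 2.55% at Met. Of 6 liver and gut miRNAs 5 rose from 75Ep to Met (5 adjusted over the list alone, 5 rescaled, 4 centred), miR-192 by 9.72 (standard error 1.00, limma adjusted p = 2.04e-04), and 1 from Hatch to Met (5 adjusted over the list alone, 2 rescaled, 2 centred). Their summed share was 0.251% and 0.219% at Hatch and 4.17% and 1.30% at Met. All calls from Hatch to Met rest on 2 libraries per stage.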

Other miRNAs were also mostly observed after hatching, such as miR-125, miR-199, miR-192, miR-214 and the let-7 family. During metamorphosis, miR-192 was the miRNA with the highest number of reads in the 15°C group (4.0%) and the second highest in the 21°C group (1.2%). miR-130c, miR-125b-5p, miR-199a-5p and miR-181a-5p were also amongst the miRNAs with highest expression at this stage (Figure 2B, Figure 3C, D, F). Likewise, the passenger strands miR-122-5p, miR-199a-3p, miR-140-3p and miR-181a-3p were expressed at high levels during metamorphosis (Figure 2B, Figure 3E). Furthermore, expression of some passenger and guide strands of the same miRNA differed during development. For example, miR-122-5p and miR-140-3p were generally expressed at higher levels throughout development than their guide strands, miR-122-3p and miR-140-5p, respectively (Figure 2B andC).The digital expression profiles obtained with SOLiD sequencing in Senegalese sole were validated by qPCR of selected miRNAs (r = 0.69, 0.76, 0.98, 0.91, 0.97, 0.98 and 0.81 for miR-17a-5p, mir-26a, miR-130c, miR-206-3p, miR-181a-5p, miR-181a-3p and miR-199a-5p, respectively). These miRNAs were selected based on: 1) previous knowledge of their functions in other species, namely involvement in development and growth, muscle differentiation or response to stress, and 2) differential expression during development and/or temperature, as evidenced by the above SOLiD sequencing results. 

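miR-192 made up 4.03% (4.01 to 4.05) of trimmed reads at 15°C and 1.18% (1.17 to 1.19) at 21°C. miR-130c had 3.20% (3.18 to 3.22) and 2.05% (2.04 to 2.07), the second and the first rank. miR-125b-5p, encoded beside let-7 and miR-100, was the third at both temperatures with 2.45% (2.44 to 2.47) and 0.915% (0.906 to 0.924). miR-199a-5p had 2.39% (2.37 to 2.40) and 0.574% (0.566 to 0.581), and miR-181a-5p 0.728% (0.720 to 0.735) and 0.610% (0.603 to 0.618). miR-103a-3p, tied to lipid and glucose metabolism in mammals, ranked 5th and 4th with 2.11% (2.10 to 2.12) and 0.797% (0.789 to 0.806). It has the same sequence as miR-107-3p, which holds 22501 and 7910 reads in the table. In the miR-181 family, which acts in myoblast differentiation, all 5 members rose from 75Ep to Met (limma, 5 adjusted over the list alone, 3 rescaled, 1 centred), miR-181a-5p by 7.04 on the log2 scale (standard error 0.79, limma adjusted p = 2.20e-04).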

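At Met miR-199a-3p had 93579 reads at 15°C and 27767 at 21°C, the latter 0.654% (0.646 to 0.661) of trimmed reads and the 5th rank. miR-140-3p had 27214 and 13473 reads, the 24th and 17th rank, and miR-181a-3p 13494 and 5715, the 39th and 30th. miR-122-5p had 1057 and 3248 reads, the 121st and 45th rank. From Hatch to Met miR-199a-3p rose by 3.54 on the log2 scale (standard error 0.92, limma adjusted p = 0.0300). miR-122-5p had a change of 3.04 (limma adjusted p = 0.0800), miR-140-3p of 2.25 (limma adjusted p = 0.172) and miR-181a-3p of -1.10 (limma adjusted p = 0.493), none of which passed. The call for miR-199a-3p rests on 2 libraries per stage.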

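For miR-140 the 3p strand had more reads than the 5p strand in 8 of 8 libraries, on average 8.50-fold (exact sign-flip permutation test, two-sided, p = 0.00781, adjusted p = 0.0201 over the 54 strand pairs). For miR-122 the 5p strand had more reads in 6 of the 7 libraries in which both were read, on average 2.74-fold (exact p = 0.0469, adjusted p = 0.0723), which does not pass the correction. The exception was Met at 15°C, with 1057 reads of miR-122-5p and 1573 of miR-122-3p. Both strands of miR-140, the 2 members of the cartilage list, rose from 75Ep to Met (limma, 2 adjusted over the list alone, 2 rescaled, neither centred). Of the 7 miRNAs chosen for qPCR 6 rose from 75Ep to Met (6 adjusted over the list alone, 3 rescaled, and centred 2 rose and 1 fell), and since the study chose them on these samples the list is not independent evidence of its direction. miR-199a-5p rose by 8.68 on the log2 scale (standard error 0.94, limma adjusted p = 2.04e-04), miR-206-3p by 4.69 (standard error 1.04, limma adjusted p = 0.00368) and miR-26a by 3.15 (standard error 0.92, limma adjusted p = 0.0140), a change of -1.32 when centred. miR-17a-5p, at 1.13, did not pass (limma adjusted p = 0.364) and stood at -3.33 when centred.

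**Figure D2:**
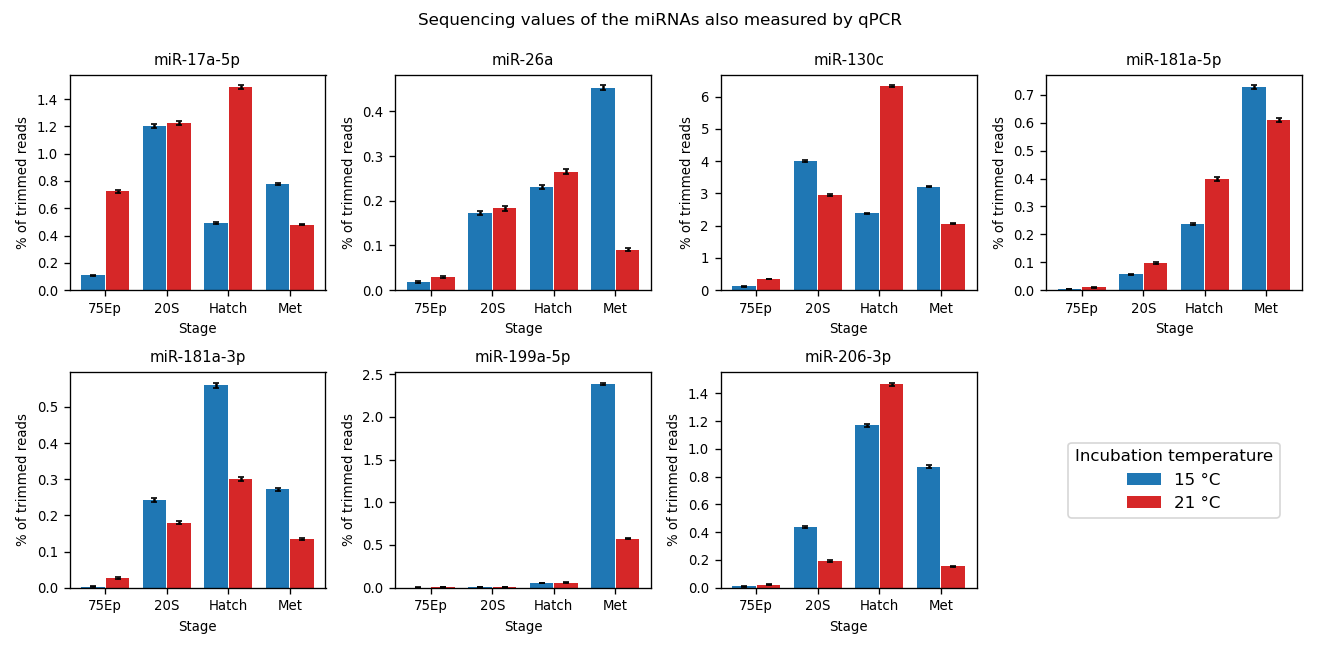
Percent of trimmed reads of the 7 miRNAs chosen for qPCR at 75Ep, 20S, Hatch and Met, with bars for the single libraries at 15°C and 21°C and error bars for the 95% exact counting interval. miR-199a-5p is highest at Met at 15°C (2.39%) and miR-130c at Hatch at 21°C (6.34%), and the rise of miR-130c, miR-181a-3p and miR-26a from 75Ep to Met turns when each library is centred on its median miRNA.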

Quantification of selected miRNAs was performed not only in the same samples used for SOLiD sequencing but also in pre-metamorphic and 30 dph larvae (Figure 3A-G). Most miRNAs analysed had the highest expression levels at the pre-metamorphosis stage (miR-26a, miR-17a-5p, miR-130c, miR-181a-5p and miR-181a-3p), whilst miR-199-5p and miR-206-3p were preferentially expressed during metamorphosis (Figure 3).

**Figure 2:**
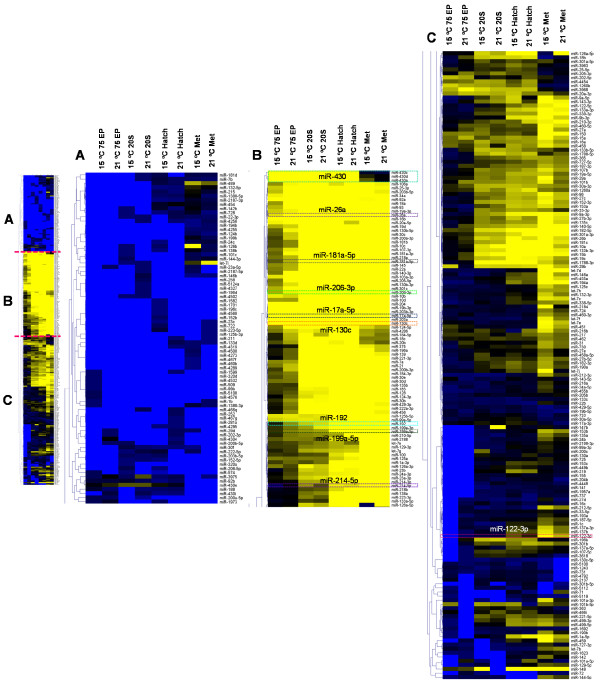
**Heatmap of conserved miRNAs obtained by SOLiD sequencing during Senegalese sole early development.** The complete heatmap (normalised to the number of trimmed reads, log2 transformed, Euclidean distance, complete linkage) has 320 rows (miRNAs) and 8 columns that correspond to 4 developmental stages (75Ep, 20S, hatching and metamorphosis) and two embryonic temperatures (15 and 21°C). For visualisation purposes, the heatmap was split in 3 panels: A) miRNAs with a low number of reads throughout development, B) miRNAs consistently expressed at high levels at all stages, and C) miRNAs with variable expression through development. Yellow and bue indicate higher and lower expression levels, respectively. miRNAs frequently referred to in the main text are highlighted in larger font.

**Figure 3:**
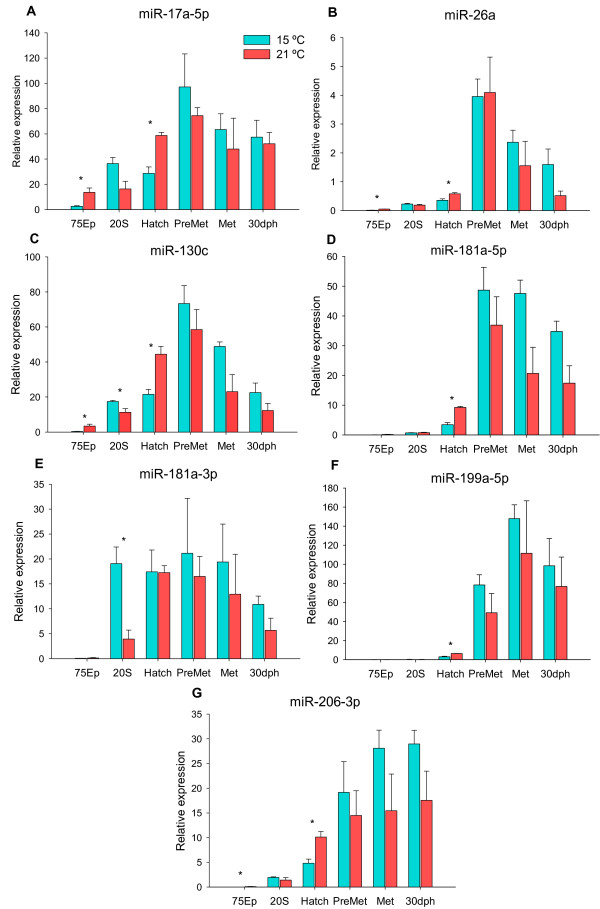
**Relative expressions of (A) miR-17a-5p, (B) miR-26a, (C) miR-130c, (D) miR-181a-5p, (E) miR-181a-3p, (F) miR-199a-5p and (G) miR-206-3p during Senegalese sole early development.** Embryos were incubated at 15°C (blue bars) or 21°C (red bars) and transferred to 21°C after hatching. Six developmental stages were analysed (75% epiboly (75Ep), 20 somites (20S), hatching (hatch), pre-metamorphosis (pre-met), metamorphosis (met) and 30 days post-hatch (30 dph)) (*N* = 3 pools of embryos or larvae). Transcript levels were determined by qPCR and the control RNA Spike-in (Exiqon) was used to compare miRNA expression profiles. Significant differences between temperatures are indicated by asterisks (*P* < 0.05).

There were several significant differences in miRNA expression between embryonic temperatures. miR-17a-5p, miR-26a, miR-130c and miR-206-3p transcripts were significantly higher at 21°C than at 15°C during 75Ep (*P* < 0.05) (Figure 3A, B, C, G). At the 20S stage, miR-130c and miR-181a-3p showed a 1.5- and 4.9-fold higher expression at 15°C than 21°C (*P* < 0.05), respectively (Figure 3C, E). At hatching, miR-17a-5p, miR-26a, miR-130c, miR-181a-5p, miR-199a-5p and miR-206-3p were highly expressed at 21°C compared to 15°C (Figure 3A, B, C, D, F, G; *P* < 0.05). No significantly differences between temperatures were found after hatching.

### miRNA target prediction in Senegalese sole

Several miRNAs had possible mRNAs targets belonging to or directly affecting MAPK and mTOR pathways (Figure 4, Table 2). In particular, miR-130c was predicted to regulate *eif4e* (eukaryotic translation initiation factor 4E) and *mapk9*, miR-17a-5p may bind to the 3’UTRs of *sestrin3*, *mapk3* and *mapk13*, miR-181a-5p could target *ddit4* (DNA-damage-inducible transcript 4) and *mapk3*, miR-181a-3p may regulate *calpain1* and miR-206-3p was predicted to target *sestrin1*.

**Figure 4:**
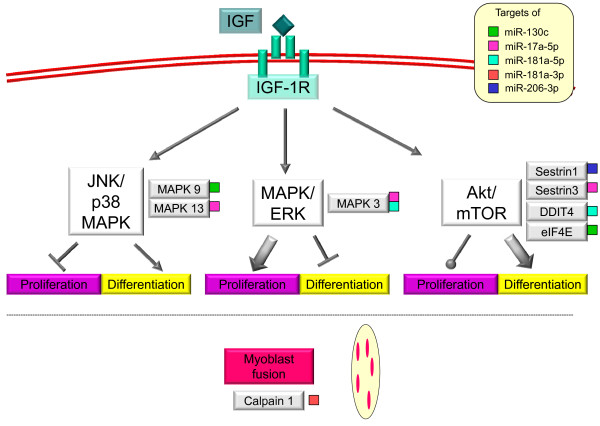
**Simplified model of predicted miRNA targets related to Calpain1, JNK/p38 MAPK, MAPK/ERK and Akt/mTOR pathways.** Igf functions are mediated by the Igf-I receptor (Igf1R) through activation of two major intracellular signalling pathways: MAPK and mTOR. mTOR and p38 MAPK are required for myogenic differentiation and p38 MAPK also inhibits proliferation. miR-130c was predicted to regulate *EIF4E* and *MAPK9*, miR-17a-5p may bind to the 3’UTRs of *Sestrin3*, *MAPK3* and *MAPK13*, miR-181a-5p could target *DDIT4* and *MAPK3*, miR-181a-3p may regulate *Calpain1* and miR-206-3p was predicted to target *Sestrin1*. In Senegalese sole, miR-17a, miR-181-5p and miR-206 levels were higher at 21°C than 15°C during somitogenesis, whereas miR-181a-3p was down-regulated at 21°C compared to 15°C. Arrows, circles and horizontal lines indicate activation, negligible effect and inhibition, respectively.

**Table 2:** **Predicted targets of five differentially expressed miRNAs during early development of Senegalese sole**

miRNA	Ensembl Gene ID	Gene name	miRanda		RNAhybrid
			Score	Energy (kcal/mol)	Energy (kcal/mol)
miR-130c	ENSGACG00000005536	*EIF4E*	156	-25.65	-28.7
miR-130c	ENSGACG00000018076	*MAPK9*	142	-21.42	-24.4
miR-17a-5p	ENSGACG00000017027	*Sestrin3*	143	-24.03	-26.8
miR-17a-5p	ENSGACG00000013102	*MAPK3*	154	-21.58	-26.2
miR-17a-5p	ENSGACG00000004911	*MAPK13*	140	-22.15	-24.1
miR-181a-5p	ENSGACG00000019700	*DDIT4*	146	-20.26	-22.5
miR-181a-5p	ENSGACG00000013102	*MAPK3*	161	-20.51	-26
miR-181a-3p	ENSGACG00000018991	*Calpain 1*	156	-20.35	-31
miR-206-3p	ENSGACG00000008895	*Sestrin1*	144	-20.56	-22.7

Targets were predicted using miRanda and RNAhybrid. MiRanda score and minimum free energy (ΔG kcal · mol^-1^) calculated using miRanda and RNAhybrid are marked for each miRNA-3’-UTR target prediction.

## Discussion

### Characterisation of Senegalese sole miRNAs

Using high-throughput SOLiD sequencing, 320 conserved miRNA guide and passenger strands were identified and their expression profiles analysed in Senegalese sole embryos and larvae subjected to two different incubation temperatures (15°C and 21°C). 

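Reads assigned to the 320 miRNAs were fewer at 21°C than at 15°C at each of the 4 stages, 142964 against 191673 at 75Ep, 572202 against 767509 at 20S, 994534 against 1073554 at Hatch and 758723 against 2284973 at Met. The libraries at 21°C also had fewer trimmed reads at each stage, and the miRNA share of trimmed reads was lower at 21°C at 75Ep, 20S and Met and higher at Hatch. At 75Ep the median difference of miRNAs read at both temperatures was 0.95 on the log2 scale (0.69 to 1.15, here and for the other stages a 95% interval of the median over miRNAs), higher at 21°C, and 95 of 193 miRNAs were at least 2-fold higher and 19 at least 2-fold lower at 21°C (98 and 18 rescaled, 50 and 43 centred, where the median is 0.032). Of the 11 epithelial miRNAs read at both, with a median of 2.13, above 98.3 percent of 10000 random lists of like abundance, 8 were at least 2-fold higher, with miR-205-5p at 14.3-fold (11.9 to 17.4), while the 9 members of miR-10, miR-99, miR-100 and miR-125 read at both had a median of 0.10, below all but 0.11 percent of random lists. miR-29b went the other way, with 404 reads at 15°C and 5 at 21°C. At 20S the median was 0.07 (-0.04 to 0.17), with 27 miRNAs at least 2-fold higher and 22 lower at 21°C, miR-9a-5p, a neural miRNA, at 3.34-fold (2.43 to 4.65) and miR-184-5p 8.16-fold (7.17 to 9.33) lower. At Hatch it was -0.06 (-0.12 to 0.07), with 31 higher and 32 lower (23 and 56 rescaled or centred). The hypoxia-induced miR-210-3p was 5.03-fold (4.12 to 6.18) as high at 21°C, and miR-20a-5p 36.7-fold (33.3 to 40.6) lower, on 416 reads where miR-17a-5p, of like sequence, had 48511. At Met the median was -1.36 (-1.45 to -1.24), with 11 miRNAs at least 2-fold higher and 166 lower at 21°C, but 0.0056 with 40 higher and 29 lower when rescaled (31 and 43 centred). The 5 miRNAs of miR-199 and miR-214 had a median of -2.04 at Met (-0.67 rescaled), below all but 1.32 percent of random lists, and the miR-181 family -0.59 (0.77 rescaled), above 98.5 percent. The miR-30 family had a median of -0.43 (0.93 rescaled), above 98.9 percent, although its member miR-30b was 7.75-fold (7.34 to 8.18) lower at 21°C, or 3.01-fold when rescaled. None of these differences has a replicate, so no test was made within a stage.

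**Figure D3:**
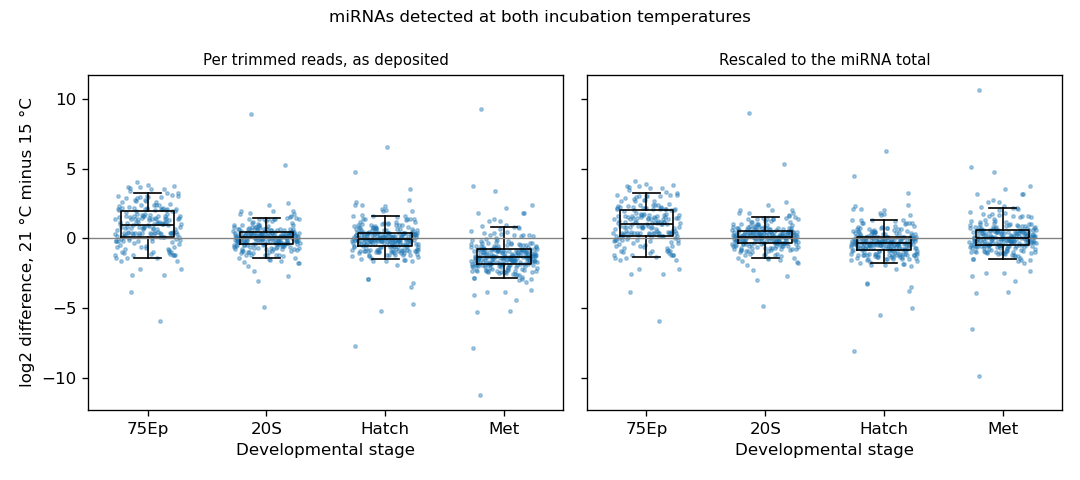
Difference between temperatures (log2, 21°C minus 15°C) of the miRNAs read at both, per stage, as deposited (left) and rescaled to the miRNA total (right), with boxes for the median and quartiles, whiskers for the 5th to 95th percentile and a point per miRNA. The box at Met lies below 0 as deposited (median -1.36) and around 0 when rescaled (median 0.0056), while the box at 75Ep lies above 0 in both (medians 0.95 and 1.01) and would lie at 0.032 when centred.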

There was some tendency to observe a higher number of conserved miRBase reads at later developmental stages and at a lower water temperature. This is unlikely to be a technical bias, since all libraries were prepared simultaneously and run on the same slide. Instead, it reflects a dynamic miRNA transcriptome throughout early ontogeny, which is influenced by environmental factors. From the 320 conserved miRNAs, 48 were not previously found in fish but were known in mammals, birds or nematodes. Up- or down-regulation of some of them is known to be involved in cancer-associated gene deregulation, namely miR-211 [24] and miR-509 [25]. miR-71 mediates the effects of germ cell loss on life span, and its over-expression was found to extend the life span of *Caenorhabditis elegans* lacking germ cells [26]. Most of these novel miRNAs were found in more than one small RNA library and were regulated, which indicates that they may play a key role in Senegalese sole development. Nevertheless, the specific functions of these miRNAs in embryogenesis remain to be ascertained.

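miR-211 and miR-509 were read rarely in these libraries. miR-211 had 1 read at Hatch at 21°C and 1 at Met at 21°C, and miR-509 had 1 read at 75Ep at 15°C. miR-71 had 2 reads at 75Ep at 15°C, 15 at Hatch at 15°C, 1 at Hatch at 21°C and 92 at Met at 21°C, and none in the other 4 libraries. At Met its share at 21°C was at least 35.9-fold that at 15°C, against a floor of 3 reads. Of 3 miRNAs listed as known from invertebrates, miR-71, miR-252 and miR-281a, only miR-71 was read in enough libraries to be tested, and it did not differ between stages (limma F-test, adjusted p = 0.396, also not adjusted over the list alone). miR-252 had 2 reads and miR-281a 1 read, both at Hatch at 21°C.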

There is increasing evidence that miRNAs that possess both highly conserved -5p and -3p sequences, especially within seed and anchor sequences, can originate two mature functional miRNAs, such as the case of miR-18a, miR-140 or miR-17 [27]. 

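Of 54 precursors with both strands in the table, 29 had both read in all 8 libraries. The 5p strand was higher for 8 precursors and the 3p strand for 21 at an adjusted p under 0.05 (exact sign-flip permutation test, two-sided). Libraries in which either strand had no read were left out. Only 41 pairs had at least 6 libraries, and with fewer the test cannot pass. Pairs with 1 strand almost unread therefore failed, such as miR-125b, with 38874 reads of 5p and 1 of 3p at Met at 21°C. With 6 libraries the smallest exact p is 0.03125, which stood at 0.0511 after adjustment. For this reason miR-99a (5p higher in 6 of 6) and miR-129 (3p higher in 6 of 6) did not pass either. In 13 precursors each strand was higher in at least 1 library. The strand with more reads changed with the stage in miR-181a, where miR-181a-3p had more reads at 75Ep and 20S at both temperatures and at Hatch at 15°C, and miR-181a-5p in the other 3 libraries, with 36131 and 25924 reads at Met. In miR-124, known from neurons, the 5p strand had more reads in 5 libraries, all of 75Ep and 20S and Hatch at 15°C, and miR-124-3p in 3, with 9777 against 808 reads at Met at 15°C. Neither pair differed over the 8 libraries (miR-181a exact p = 0.664, adjusted p = 0.763, and miR-124 exact p = 0.758, adjusted p = 0.835). In miR-199a the 3p strand was higher in 5 of 8 libraries (mean 1.26-fold, exact p = 0.266, adjusted p = 0.350). In miR-203b the 3p strand was higher in 8 of 8, on average 9.91-fold (exact p = 0.00781), and in miR-17a the 5p strand in 8 of 8. The smallest p that 8 libraries allow is 0.00781.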

In the present study, several passenger strands were expressed at higher levels than the respective guide strands at one or more developmental stages (Figure 2 and 3), which suggests some involvement of these strands in Senegalese sole development.

### Expression profile and thermal plasticity of conserved miRNAs during Senegalese sole development

Critical early ontogeny events like organogenesis, hatching or metamorphosis in fish involve dramatic changes in signalling, physiology and morphology [28–31]. Well defined expression windows of myogenic and growth-related genes during Senegalese sole ontogeny and larval development have been previously characterised, since different genes are activated or down-regulated at different stages of development [23, 32]. It is plausible that allometric differences in growth of specific tissues may influence the observed miRNA expression profiles. Nevertheless, substantial changes in the Senegalese sole miRNA transcriptome during development (Table 1) highlight the importance of miRNAs in tissue and organ differentiation. miRNA differential expression has been found during the development of other vertebrate species, and similarly to our work, generally an increasing number of miRNAs are observed from the earliest to the latest stages of development [19, 33]. Furthermore, we found that whilst some Senegalese sole miRNAs were expressed throughout early ontogeny, others were stage-specific. 

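Of the 320 miRNAs, 218 were read at all 4 stages in at least 1 library each, among them miR-17a-5p, miR-130c and miR-203a. Those read at 1 stage only were few and rare. There were 7 at 75Ep, 6 at 20S, 9 at Hatch and 10 at Met, and the most reads that any of them had in a library were 3, 2, 2 and 19. The 19 reads belong to miR-199b at Met at 15°C, which had 3 reads at 21°C and rose from Hatch to Met in limma (limma adjusted p = 0.0244). The 3 reads belong to miR-200a-5p at 75Ep at 15°C, whose deposited value stands for 2.58 reads. At 20S at 21°C its deposited value stands for 0.346 read, which counted as undetected. The call for miR-199b rests on 2 libraries per stage. At these depths a miRNA read at 1 stage is not shown to be absent from the others.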

The miR-430 family is an example of the latter (highly expressed only in earlier stages) and it is well known to accelerate deadenylation and clearance of maternal transcripts during zygotic stages [34, 35]. miRNAs mostly observed after hatching or during metamorphosis included miR-125, miR-199, miR-192, miR-214 and the let-7 family (Figure 2). The latter comprises a family of miRNAs that are highly conserved from worms to humans [36] and are involved in various processes, such as regulating cell proliferation and differentiation during development.

Several miRNAs showed an expression peak during pre-metamorphosis or metamorphosis (Figures 2 and 3). For instance, amongst the miRNAs validated by qPCR, miR-17a-5p, miR-26a, miR-130c,miR-181a-5p and miR-181a-3p showed a peak of expression mainly during the pre-metamorphic stage (Figure 3A, B, C, D, E), whereas, miR-199a-5p and miR-206-3p had higher levels at metamorphosis or later (Figure 3F, G). Similar results were found for some miRNAs in the olive flounder (*Paralichthys olivaceus*) [37]. Flatfish larvae undergo a particularly impressive metamorphosis, resulting in an asymmetrical craniofacial remodelling and lateralized behaviour [38, 39]. In olive flounder, an involvement of miR-206a has also been suggested in the metamorphic process, which is mediated by the thyroid hormone [40]. It is known that Senegalese sole larvae have a high growth rate and accumulate energetic compounds until the onset of metamorphosis [41] but growth rates decrease significantly once metamorphosis starts [38]. It is possible that up-regulation of some miRNAs at a pre-metamorphic/metamorphic stages is associated with changes in lipid metabolism and with the complex metamorphic process. Such alterations in lipid metabolism may also be correlated with the high expression of miR-122 during metamorphosis, as previously observed in other flatfish like halibut [19] or flounder [42]. miR-122, which is a liver-specific miRNA, has a crucial role in lipid metabolism in teleosts [43]. It is therefore plausible that changes in this miRNA abundance might be related with physiological changes occurring during metamorphosis.

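Both strands of the liver miRNA miR-122 rose from 75Ep to Met in limma. miR-122-3p rose by 9.73 on the log2 scale (standard error 1.16, limma adjusted p = 2.20e-04), on 0 and 1 reads at 75Ep (15°C and 21°C) and 1573 and 448 at Met, and the fold depends on the value given to undetected miRNAs. miR-122-5p had 8 and 2 reads at 75Ep, 11 and 29 at 20S, and 159 and 212 at Hatch. All 4 miRNAs of the lipid metabolism list, the strands of miR-122 and of miR-33, rose from 75Ep to Met (4 adjusted over the list alone, 2 rescaled, 1 centred). miR-33-3p, which lies in the SREBP genes of vertebrates, rose by 3.62 (standard error 0.94, limma adjusted p = 0.00788). From Hatch to Met none of the 4 passed over all miRNAs tested and 2 passed adjusted over the list alone, miR-122-3p at 3.36 and miR-122-5p at 3.04.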

Some of the miRNAs identified in Senegalese sole are known to play a stimulatory role in somatic growth and specifically in skeletal muscle development. In mammals, miR-26a up-regulation is described to post-transcriptionally repress the histone methyltransferase Ezh2, which is a suppressor of skeletal muscle cell differentiation [44]. In fish, such as the common carp, this miRNA was also associated with myogenesis [14]. In our study, the higher miR-26a expression observed in the 21°C group during hatching (and a similar trend during 75Ep and 20S) indicates a possible activation of the myogenic programme at a higher temperature. A similar conclusion can be drawn from miR-181a-5p expression in Senegalese sole embryos. miR-181 is strongly up-regulated in regenerating muscle from an *in vivo* mouse model of muscle injury [11] and endurance exercise was also found to significantly increase the expression of miR-181 in mice skeletal muscle [45]. These results are consistent with previous findings in Senegalese sole, where a lower incubation temperature (15°C) produced lighter larvae with smaller fast fibres [23].

The muscle-specific miR-206, known to reinforce the myogenic program by inhibiting the expression of DNA polymerase α (responsible for cell proliferation) and indirectly down-regulating the MyoD inhibitors Id1-3 and MyoR [46], showed increased expression levels during embryogenesis at 21°C compared to 15°C, further supporting our observations that this temperature enhanced muscle growth [23, 47]. Interestingly, MyoD was found to regulate the expression of miR-133 [48] and miR-206 [49]. Transcript levels of *myod2* at the 20S stage in Senegalese sole embryos incubated at 15°C or 21°C [23] are consistent with the expression of miR-206 observed in the present study, which is higher at 21°C than 15°C. A similar conclusion can be drawn for miR-133, based on the digital expression profiling from SOLiD sequencing. 

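miR-206-3p had 14568 reads at 15°C and 4921 at 21°C in the 20S libraries, 0.439% (0.432 to 0.446) and 0.192% (0.187 to 0.197) of trimmed reads, which is 2.29-fold (2.21 to 2.36) lower at 21°C. miR-133a-3p was 1.18-fold (0.759 to 1.84) as high at 21°C as at 15°C, miR-133a-5p 0.824-fold (0.546 to 1.23) and miR-133b-3p 1.03-fold (0.908 to 1.17), so that no difference in them was detectable at this depth. miR-133b-5p had 389 reads at 15°C and 244 at 21°C, a share 1.23-fold (1.05 to 1.45) lower at 21°C. At the other stages the share of miR-206-3p at 21°C was 2.53-fold (2.17 to 2.95) that at 15°C at 75Ep, 1.25-fold (1.24 to 1.27) at Hatch and 0.177-fold (0.172 to 0.182) at Met, or 1.02-fold and 0.456-fold at Hatch and Met when rescaled. Over the stages, 9 of 14 muscle miRNAs rose from 75Ep to Met (limma, 9 adjusted over the list alone, 8 rescaled, and centred 5 rose and 1 fell) and 7 rose from 75Ep to 20S (8 adjusted over the list alone, 2 rescaled, and centred 1 rose and 1 fell). miR-206-3p rose by 4.35 on the log2 scale from 75Ep to 20S (standard error 1.04, limma adjusted p = 0.0146) and miR-133b-3p by 4.99 (standard error 0.73, limma adjusted p = 0.00573). From 20S to Hatch miR-1a-3p rose by 5.17 (standard error 0.92, limma adjusted p = 0.0405) and miR-133a-5p by 5.78 (standard error 0.76, limma adjusted p = 0.0144), which are 2 of the 14 (6 adjusted over the list alone, 2 rescaled). Calls at 20S and at Hatch rest on 2 libraries per stage. The Hatch values of both strands of miR-1a are not whole numbers of reads of their own libraries.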

In zebrafish and medaka (*Oryzias latipes*), miR-17 is ubiquitously expressed during embryonic development but becomes restricted to proliferative tissues later in development [50]. In the present study, we observed increased expression of miR-17a-5p in the 21°C group at some developmental stages (Figure 3A); whether this is related with increased cellular proliferation is however unknown. Activation of the miR-214/199 cluster coincides with the recruitment of *myoD* and *myogenin* [51]. Furthermore, miR-199, miR-206 and miR-17 are positively associated with muscle regeneration and remodelling [52]. This ability to stimulate myogenesis may explain the differences in transcript levels of miR-199, miR-206 and miR-17 between the two temperature groups of Senegalese sole larvae at hatching. Higher levels of these miRNAs are consistent with the observed muscle phenotype in the 21°C group compared to larvae reared at 15°C [23].

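In the lipid metabolism list, miR-33-3p had 16 reads at 15°C and 2 at 21°C at 75Ep, and 206 and 109 at 20S, a share 1.46-fold (1.15 to 1.86) lower at 21°C. At Hatch its share at 21°C was 0.952-fold (0.808 to 1.12) that at 15°C, a difference not detectable at this depth, and at Met it was 3.61-fold (2.74 to 4.83) lower at 21°C, or 1.40-fold when rescaled. miR-33-5p had 49 and 13 reads at Met. The medians of the 4 miRNAs stood at percentile 22.3 of random lists of like abundance at 20S, 50.0 at Hatch and 25.4 at Met.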

The observed growth differences between temperature groups may also be associated with other metabolic functions (e.g., energy production), since the abundance of miRNAs related to lipid metabolism differed across temperature groups. For instance, the guide strand of the liver-specific miR-122 was expressed at higher levels at 15°C than at 21°C. Given the role of this miRNA in fatty-acid oxidation, and therefore in energy production, it is plausible that temperature affected lipid metabolism and energy utilisation of sole larvae, thus affecting growth. Furthermore, since the passenger strand was expressed at high levels, one can hypothesise that it may also play an active role in lipid metabolism.

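miR-122-3p was 2.11-fold (1.46 to 3.11) lower at 21°C at Hatch, on 112 and 40 reads at 15°C and 21°C, and 3.00-fold (2.70 to 3.34) lower at Met, or 1.17-fold when rescaled to the miRNA total. At 20S it had 5 and 4 reads, and no difference was detectable. miR-122-5p, the other strand, had 8 and 2 reads at 75Ep, 0.323-fold (0.0334 to 1.62) as high at 21°C, and was higher at 21°C at 20S, 3.41-fold (1.66 to 7.57), at Hatch, 1.77-fold (1.43 to 2.18), and at Met, 3.59-fold (3.35 to 3.85), or 9.25-fold when rescaled. Over the 4 stages neither strand differed between temperatures in limma (log2 difference of -0.11 for miR-122-3p and 0.70 for miR-122-5p, limma adjusted p = 0.998 for both). The liver and gut list as a whole, with miR-192, miR-194 and miR-215, had a median of 0.37 at 75Ep and 0.55 at 20S, above 25.7 and 85.0 percent of random lists of like abundance, of -0.87 at Hatch, above only 1.62 percent, and of -1.48 at Met, above 31.4 percent, where the median of all miRNAs was of like size.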

### Prediction of potential targets of the differentially regulated Senegalese sole miRNAs

Several miRNAs were computationally predicted with high confidence to target mRNAs directly related to myogenesis (Figure 4, Table 2). However, it should be noted that miRNAs can have multiple mRNAs targets and whole larvae were used to investigate miRNA expression in this study. Hence, it is likely that expression levels of some Senegalese sole miRNAs reflect a broader gene regulation, except for those that are muscle-specific, such as miR-206.

mTOR and p38 MAPK pathways have overlapping yet distinct roles during myogenesis: both are required for myogenic differentiation and p38 MAPK, but not mTOR, can inhibit proliferation [6]. It was also suggested that the normoxia activation of MAPK/ERK signalling pathway not only stimulates myoblast proliferation [5] but also suppresses myogenic differentiation [6]. MAPKs can be activated by a wide variety of different stimuli, but in general MAPK1 and 3 (also called ERK2 and ERK1, respectively) are preferentially activated in response to growth factors whereas the JNK and p38 kinases (which include amongst others MAPK9 and MAPK13) are more responsive to stress stimuli like osmotic shock or ionizing radiation [53]. The major direct or indirect targets of mTOR appear to be mechanisms responsible for ribosome recruitment to mRNA, such as the eukaryotic translation initiation factor 4E (eIF4E), which is activated by the phosphorylation of its repressors, the 4EBP proteins [54, 55]. Phosphorylation of 4EBP1 by mTOR stimulates translation initiation through the release of eIF4E from 4EBP1, allowing eIF4E to associate with eIF4G to enhance cap-dependent translation [55].

The DNA-damage-inducible transcript 4 (REDD1) suppresses mTOR activity through the TSC1/TSC2 heterodimer [56, 57]. miR-181a-5p up-regulation in Senegalese sole hatchlings at 21°C may down-regulate this mTOR inhibitor. miR-181a-5p was also predicted to target the 3’ UTR of *mapk3*. Thus, the up-regulation of miR-181a-5p at 21°C during early development may have led to higher myogenic differentiation of this group. *Mapk*3 and *mapk13* are potential targets of miR-17a-5p, which are involved in MAPK/ERK and JNK/p38 MAPK signalling pathways, respectively. In human cell lines, miR-17-5p targets the 3’UTR of *Mapk9* [58]. MAPK9 is a negative regulator of cellular proliferation through the JNK/P38 MAPK pathway [59] and this interaction contributed to the proliferative phenotype caused by miR-17-5p [58]. In the present study, miR-130c was predicted to target MAPK9 mRNA and may therefore have a role in regulating cell proliferation at some developmental stages.

miR-206 was predicted to target *sestrin1,* which codes for a negative regulator of mTOR signalling through activation of AMPK and TSC2 phosphorylation [60]. The up-regulation of miR-206 at 21°C during early development may have down-regulated this myogenic inhibitor. Furthermore, *sestrin3* was predicted to be regulated by miR-17a. Like Sestrin1 and Sestrin2, Sestrin3 promotes AMPK activity [60, 61] and it has been shown that the induced expression of Sestrin3 by FoxO1 transcription factor inhibits mTOR Complex 1 (mTORC1), which regulates cell growth mostly through increased protein synthesis [61]. miR-17a up-regulation at hatching in larvae reared at 21°C is consistent with a possible down-regulation of *sestrin3* and a concomitant increase in growth.

Calpains are known to play a role in myogenesis, namely in promoting myoblast fusion [62]. Senegalese sole miR-181a-3p was predicted with high confidence to target the 3’ UTR of *calpain 1*. Its 4.9-fold up-regulation at 15°C during somitogenesis indicates a possible repression of *calpain 1*, which would impair the fusion of myoblasts to multinucleated myotubes at this temperature and result in the observed muscle phenotype differences between the two temperature groups [23].

## Conclusions

We have identified 320 conserved miRNAs in Senegalese sole, most of them dynamically expressed during early development and 48 not previously described in teleosts. 

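Over the 4 stages none of the 295 miRNAs differed between 15°C and 21°C at an adjusted p under 0.05 (limma, stage as block), and 8 had an unadjusted p under 0.05. The count was also 0 with the other settings tried, voom on the recovered reads included, with 1 to 11 miRNAs at an unadjusted p under 0.05. Other assignments of the 2 libraries of each stage to the temperatures gave 4 to 22 such miRNAs (limma), so the 8 do not stand out. The miRNAs with the smallest p were miR-101b-5p (-4.54 on the log2 scale, unadjusted p = 0.0131, limma), miR-3975 (2.70, unadjusted p = 0.0149) and miR-126a-3p, a miRNA of blood vessels (-1.30, unadjusted p = 0.0304). miR-126a-3p took a smaller share at 21°C at each of the 4 stages, with 6201 reads at 15°C and 1659 at 21°C at Hatch. miR-101b-5p had 138 reads at 75Ep at 15°C and none at 21°C, and 287 and 1 at Hatch, where the similar miR-101a-5p had 5 and 104. Of the 7 miRNAs chosen for qPCR, miR-17a-5p had a log2 difference of 0.92 and miR-181a-5p of 0.76 over the stages, which did not pass (limma adjusted p = 0.998 for both). A miRNA passes this test only if it differs in 1 direction over the stages. On simulated data of this design it recovered 39.9% of 4-fold differences. The simulation gave each miRNA the same spread and the same temperature difference at every stage, so the real share may be lower.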

Embryonic temperature affected the expression of several miRNAs, and it seems that a higher incubation temperature (21°C) promoted expression of miRNAs positively related with growth at specific developmental stages. In particular, higher expression levels of miR-17a, miR-181-5p and miR-206 and down-regulation of miR-181a-3p at 21°C may promote myogenesis and are in agreement with previous studies in Senegalese sole, which reported enhanced growth at higher embryonic temperatures compared to 15°C. Also, miRNAs related to lipid metabolism and energy production (e.g., miR-122) may also be involved in the differential growth of fish with temperature. 

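In the sequencing libraries miR-17a-5p was 6.72-fold (6.46 to 6.99) as high at 21°C as at 15°C at 75Ep, 1.02-fold (1.00 to 1.03) at 20S, 3.02-fold (2.97 to 3.07) at Hatch and 0.619-fold (0.608 to 0.629) at Met, which turned to 1.59-fold when rescaled. At Hatch the reads of miR-20a-5p, of like sequence, went the other way, with 20229 at 15°C and 416 at 21°C, and the 2 miRNAs together were 1.56-fold as high at 21°C. This sum leaves out miR-106a and miR-20b, also of like sequence, which had some of the largest differences toward 21°C at Hatch. It is therefore not the net change of the miRNAs of this sequence. miR-181a-5p was 3.33-fold (2.55 to 4.38) as high at 75Ep, 1.74-fold (1.64 to 1.85) at 20S, 1.69-fold (1.64 to 1.73) at Hatch and 0.839-fold (0.825 to 0.852) at Met, where it was 2.16-fold as high when rescaled. miR-181a-3p was 8.17-fold (6.53 to 10.3) as high at 21°C at 75Ep, then 1.34-fold (1.29 to 1.39) lower at 20S and 1.86-fold (1.82 to 1.91) lower at Hatch, and 2.02-fold (1.96 to 2.08) lower at Met, where it was 1.28-fold as high at 21°C when rescaled. miR-26a, which acts in muscle differentiation, was 1.56-fold (1.38 to 1.76) as high at 75Ep, 1.06-fold (1.02 to 1.11) at 20S and 1.15-fold (1.12 to 1.19) at Hatch, or 0.939-fold at Hatch when rescaled, and at Met 4.99-fold (4.83 to 5.17) lower, or 1.94-fold when rescaled. miR-199a-5p was 3.03-fold (2.13 to 4.38) as high at 75Ep and 1.23-fold (1.01 to 1.49) at 20S. At Hatch its 1.03-fold (0.970 to 1.09) left no difference detectable at this depth as deposited. Rescaling lowers all Hatch differences alike, with a median of all miRNAs of -0.06 as deposited and -0.36 rescaled. At Met miR-199a-5p was 4.16-fold (4.10 to 4.22) lower, or 1.62-fold when rescaled. Each fold compares 1 library with 1 library, while the paper's qPCR measured replicate pools. By qPCR the paper reports significantly higher miR-17a-5p, miR-26a, miR-181a-5p, miR-199a-5p and miR-206-3p at 21°C than at 15°C at hatching. At 75Ep it reports higher miR-17a-5p, miR-26a, miR-130c and miR-206-3p at 21°C, at 20S higher miR-130c and miR-181a-3p at 15°C, and past hatching no significant difference. The paper proposes that higher miR-206, miR-17a and miR-181-5p and lower miR-181a-3p at 21°C favour myogenesis, and sets this beside earlier reports of better growth of sole from warmer incubation.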

Taken together, our data indicate that miRNAs may play a role in temperature-induced phenotypic plasticity of growth in teleosts.

## Methods

### Animal ethics

All experiments were conducted by trained scientists following FELASA category C recommendations and were carried out in accordance with the clear boundaries of EU legal frameworks, specifically those relating to the protection of animals used for scientific purposes (i.e. Directive 2010/63/EU) and under the Portuguese legislation regarding the protection of animals used for scientific purposes (Decree-Law No. 113/2013). This study was performed at the research facilities of the CCMAR (Algarve, Portugal), which has been certified for animal experimentation by the competent authority (Direcção Geral de Alimentação e Veterinária, Portugal).

### Fish husbandry

Senegalese sole embryos were incubated at two temperatures (15.2 ± 0.3°C and 20.9 ± 0.3°C) in triplicate groups at the LEOA facility, CCMAR/University of Algarve, Portugal. Eggs obtained by natural spawning of captive broodstock fish were randomly distributed amongst 6 fibreglass conical tanks (100 l) at a density of 100 eggs · l^-1^. After hatching all larvae were reared at the same temperature (20.8 ± 0.1°C) until the metamorphosis climax. Water temperature, O_2_, salinity, pH and nitrogenous compounds were monitored regularly during the entire trial, and larvae were exposed to an artificial photoperiod of 12 h:12 h light:dark. They were reared in 100 L conical tanks at a density of 40 larvae · L^-1^. At mouth opening larvae started to feed on rotifers (*Brachionus* sp.). *Artemia* nauplii were introduced at 5 days post-hatch (dph) and their density was gradually increased from 4 to 8 ml^-1^ until 8 dph. Live *Artemia* meta-nauplii were then introduced at this time point on increasing from 12 to 20 · ml^-1^ until 18 dph. Frozen meta-nauplii were offered from when larvae settled at the bottom of the tanks (around 18 dph) until 30 dph.

### Sampling and RNA extraction

Embryo and larvae samples were taken in triplicate according to the developmental stages described in Fernández-Díaz et al. [32]. The sampling points were: 75% epiboly (75Ep), 20 somites (20S), hatching (0 dph), pre-metamorphosis (Pre-Met, stage 0 according to the eye-translocation stage; 8 and 9 dph for larvae from 21°C and 15°C, respectively), metamorphosis climax (Met, stage 3 according to the eye-translocation stage; 14 dph and 15 dph in larvae incubated at 21°C and 15°C, respectively) and 30 dph. The embryos were snap-frozen in liquid nitrogen, and larvae were sacrificed by terminal anaesthesia with MS-222 (400 mg · l^-1^) and snap-frozen in liquid nitrogen. All samples were stored at -80°C until further analysis. Total RNA was extracted using the *mir*Vana miRNA isolation kit (Ambion) according to the manufacturer’s instructions. Assessment of RNA quality was performed by agarose gel electrophoresis on a 1.2% (w/v) agarose gel containing SYBR safe DNA gel stain. RNA samples were then quantified with a Nanodrop spectrophotometer (Nanodrop Technologies/Saven Werner). Absorbance ratios (260/280 nm) were greater than 1.9, indicating high purity RNA.

### SOLiD sequencing of Senegalese sole small RNAs

Small RNA reads were generated from eight SOLiD (Life Technologies, Austin, Texas, USA) libraries prepared from pools of triplicate samples of embryos and larvae from the following stages and at both 15 and 21°C temperature groups: 75Ep, 20S, hatching and metamorphosis climax stage 3. The enriched small RNA fraction of less than 40 nucleotides (nt) was recovered by sodium acetate precipitation, assessed on Agilent 2100 Bioanalyzer with small RNA chip (Agilent Technologies), and used for the amplified small RNA library template preparation using the SOLiD™ total RNA-seq kit with the barcoded SOLiD™ 3’ primers (Life Sciences). The average length of the amplified cDNA template was assessed in Agilent 2100 Bioanalyzer with the high sensitivity DNA chip kit (Agilent Technologies) to calculate the ratio of the desired miRNA ligation products (120–130 bp). To quantify the precise cDNA yield of miRNA ligation products for template bead preparation, real-time quantitative PCR (qPCR) was carried out using KAPA SYBR FAST Light Cycler 480 qPCR kit with SOLiD™ primer mix and DNA standards (Kapa Biosystems). Each library template was clonally amplified on SOLiD™ P1 beads by emulsion PCR and then sequenced on the SOLiD4 platform (Life Sciences) on a quadrant of a slide with 50 nt read length.

### Sequencing data analysis

The SOLiD raw colour space reads were pre-processed using the CLC Genomics Workbench 4.9 (CLCbio) to remove low quality reads and clip internal adaptor sequence (CTGCTGTACGGCCAAGGCC), thus leaving reads ranging between 10 and 35 nucleotides (nt) in length. Reads corresponding to small RNAs other than miRNAs (such as tRNAS, rRNA, mtRNA or snRNAs) were discarded following BLAST searches against ncRNA databases. Unannotated clusters and singletons were mapped against miRNAs sequences deposited in miRBase 18.0 (http://www.mirbase.org/) in order to identify conserved miRNAs. The remaining reads were mapped against Pleurinectiformes and Solea EST databases (NCBI) to identify possible non-conserved miRNAs. For each mappable sequence between 16 and 28 nt and with 5 counts or above, hairpin folding was evaluated by sequence analysis to identify the presence of a stem loop using the RNA secondary structure prediction tool in the CLC Genomics Workbench. The flanking EST sequence of each analysed read should be at least 60 nt, and the free energy of the fold-back structure (ΔG) should be ≤ -18 kcal · mol^-1^.

The number of reads in each sample was normalised by dividing the number of reads of a given miRNA in a sample by the total number of trimmed miRNA reads in the same sample. To be able to differentiate the expression of each miRNA and categorise them according to their expression pattern, a heatmap chart was drawn and hierarchical clustering with Euclidean distance and complete linkage algorithms was performed using the MeV online software (http://www.tm4.org/mev.html).

### Quantitative real-time PCR assay

Real-time PCR (qPCR) was used to validate the SOLiD profile of 7 selected miRNAs (mir-17a-5p, mir-26a, mir-130c, mir-206-3p, mir-181a-5p, mir-181a-3p and mir-199a-5p) using LNA™-enhanced microRNA qPCR specific primers (Exiqon A/S) (Table 3). Expression analysis of these selected miRNAs was also performed in pre-metamorphic larvae (stage 0 according to the eye-translocation stage) and in 30 dph larvae, in order to have a more complete overview of these miRNA transcript levels during Senegalese sole development.

**Table 3:** **List of primers used in quantification of miRNAs by qPCR**

MicroRNA	Mature sequence (5’ – 3’)	ID qPCR primers (Exiqon)	Amplicon (bp)	Tm (°C)	***E (%***)
**miR-26a**	UUCAAGUAAUCCAGGAUAGGCU	151790-1	49	69	98
**miR-17a-5p**	CAAAGUGCUUACAGUGCAGGUA	151777-1	45	71	90
**miR-130c**	CAGUGCAAUAUUAAAAGGGCAU	151782-1	48	69	94
**miR-206-3p**	UGGAAUGUAAGGAAGUGUGUGG	151786-1	45	70	102
**miR-199a-5p**	CCCAGUGUUCAGACUACCUGUUC	151813-1	46	70	95
**miR-181a-5p**	AACAUUCAACGCUGUCGGUGAGU	151802-1	46	71	94
**miR-181a-3p**	ACCAUCGACCGUUGAUUGUACC	151808-1	41	71	91

Amplicon sizes, melting temperatures (Tm) and PCR efficiencies (E) are indicated.

cDNA was synthesised from RNA diluted to 5 ng · μl^-1^ using the miRCURY LNA™ Universal RT microRNA PCR Kit (Exiqon) and following the manufacturer’s instructions. Reactions were performed using SYBR Green chemistry (Exiqon) on a Light Cycler 480® (Roche Applied Science) using white 96-well plates and the following running conditions: denaturation at 95°C: 10 min followed by 45 amplification cycles at 95°C: 10 s and 60°C: 1 min. Specificity of reaction was analysed by melting curve analysis [63]. Five-point standard curves of a 5-fold dilution series (1:1–1:625) of pooled RNA were used for PCR efficiency calculation [64]. All samples were run in duplicate. C_T_ values were determined using the fit-point method using the LightCycler® 480 software with a fluorescence threshold arbitrarily set to 0.3. The provided control RNA Spike-in (Exiqon) was used as exogenous reference to examine the miRNAs expression profile during development and across temperatures, using the ^ΔΔ^CT method, according to Fernandes et al. [64]. Differences in the expression of the target miRNAs between temperatures were evaluated by Student’s t-test using the SigmaPlot 11.0 statistical software (Systat Software, San Jose, CA, USA), since the normality assumption was met.

### Target prediction analysis

3’-UTRs for 3,946 annotated ESTs representing 3,397 Senegalese sole genes were obtained from NCBI-SRA and dbEST. Raw data from Senegalese sole 454 sequencing have been submitted to SRA under the experiment ID SRX246914. MiRNA target gene prediction was performed using miRanda v3.3a [65] and the RNAhybrid web server (bibiserv.techfak.uni-bielefeld.de/rnahybrid) [66]. MiRanda implements a dynamic search programme for maximal local complementarity alignments between the miRNA and the reference sequence and generate scores based on the position-specific empirical models [65]. The free energy of optimal strand-strand interaction was calculated using the ViennaRNA package incorporated within the program. Targets for Senegalese sole miRNAs were predicted using the following default parameters: Gap open penalty, -9.0; gap extend penalty, -4.0; score threshold, 140.0; energy threshold, 1.0 kcal · mol^-1^; scaling parameter, 4.0. Targets predicted to have an energy threshold below -20 kcal · mol^-1^ were selected for further analysis. The RNAhybrid web server was further used to calculate the minimum free energy of the stable duplex between miRNA and target site within the 3’-UTR.

## Electronic supplementary material

Additional file 1: Table S1: Sequences of mature miRNAs identified in Senegalese sole.The 48 miRNAs that had not been previously described in fish are highlighted in yellow.

# Supplementary material for: Thermal plasticity of the miRNA transcriptome during Senegalese sole development
**Source:** BMC Genomics. 2014 Jun 25;15(1):525. doi: 10.1186/1471-2164-15-525
**Supplement:** Supplementary file 1 — Additional file 1: Table S1: Sequences of mature miRNAs identified in Senegalese sole.The 48 miRNAs that had not been previously described in fish are highlighted in yellow.

Supplementary Table S1. Sequences of mature miRNAs identified in Senegalese sole. The 48 miRNAs that had not been previously described in fish are highlighted in yellow.

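All 320 miRNAs of the expression table have a mature sequence in the supplement, written as RNA. miR-103a-3p and miR-107-3p have the same sequence, as do miR-133b-3p and miR-133c, and miR-27c and miR-27d, which makes 3 sequences listed under 2 names each. Their reads differ between the names in the expression table, with 1460 and 1238 reads of miR-133b-3p and 2 and 4 of miR-133c at Hatch (15°C and 21°C). For miR-27c they were 1092 and 501 at Met, and for miR-27d 51 and 2.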

miRNAs	Sequence
let-7a	UGAGGUAGUAGGUUGUAUAGUU
let-7b	UGAGGUAGUAGGUUGUGUGGUU
let-7c	UGAGGUAGUAGGUUGUAUGGUU
let-7d	UGAGGUAGUUGGUUGUAUGGUU
let-7e	UGAGGUAGUAGAUUGAAUAGUU
let-7f	UGAGGUAGUAGAUUGUAUAGUU
let-7g	UGAGGUAGUAGUUUGUAUAGUU
let-7h	UGAGGUAGUAAGUUGUGUUGUU
let-7i	UGAGGUAGUAGUUUGUGCUGUU
let-7j	UGAGGUAGUUGUUUGUACAGUU
miR-100	AACCCGUAGAUCCGAACUUGUG
miR-101a-3p	UACAGUACUGUGAUAAACUGAAG
miR-101a-5p	UCAGUUAUCACAGUGCUGAUGC
miR-101b	UACAGUACUAUGAUAAACUGAAG
miR-101b-5p	UCAGUUAUCAUGGUACCGGUGCU
miR-101c	ACAGUACUGUGAUAAACUGA
miR-103a-3p	AGCAGCAUUGUACAGGGCUAUGA
miR-106a	UAAAGUGCUUACAGUGCAGGU
miR-107-3p	AGCAGCAUUGUACAGGGCUAUGA
miR-107b	AGCAGCAUUGUACAGGGCUUU
miR-107-5p	AGCUUCUUUACAGUGUUGCCUUG
miR-10a	UACCCUGUAGAUCCGAAUUUGUG
miR-10b	UACCCUGUAGAACCGAAUUUGUG
miR-10c	UACCCUGUAGAUCCGGAUUUGU
miR-10d	UACCCUGUAGAACCGAAUGUGUG
miR-1a-5p	ACAUACUUCUUUAUAUGCCCAUA

**miR-1a-3p**	UGGAAUGUAAAGAAGUAUGUAU
**miR-1b**	UGGAAUGUAAAGAAGUAUGGGU
**miR-1c**	UGGAAUGUAAAGAAGUAUGUAC
**miR-122-3p**	AACGCCAUUAUCACACUAA
**miR-122-5p**	UGGAGUGUGACAAUGGUGUUUG
**miR-124-3p**	UAAGGCACGCGGUGAAUGCCAA
**miR-124b**	UUAAGGCACGCAGUGAAUGCCA
**miR-124-5p**	CGUGUUCACAGCGGACCUUGAU
**miR-1243**	AACUGGAUCAAUUAUAGGAGUG
**miR-125a**	UCCCUGAGACCCUUAACCUGUG
**miR-125b-5p**	UCCCUGAGACCCUAACUUGUGA
**miR-125c**	UCCCUGAGACCCUAACUUGUGAC
**miR-126b**	UCGUACCGUGAGUAAUAGUGCA
**miR-126a-3p**	UCGUACCGUGAGUAAUAAUGC
**miR-126a-5p**	CAUUAUUACUUUUGGUACGCG
**miR-1260a**	AUCCCACCUCUGCCACCA
**miR-1260b**	AUCCCACCACUGCCACCAU
**miR-128**	UCACAGUGAACCGGUCUCUUU
**miR-129-5p**	CUUUUUGCGGUCUGGGCUUGCU
**miR-130a**	CAGUGCAAUGUUAAAAGGGCAU
**miR-130b-3p**	CAGUGCAAUAAUGAAAGGGCAU
**miR-130b-5p**	ACUCUUUCCCGUGUUGCACUACU
**miR-130c**	CAGUGCAAUAUUAAAAGGGCAU
**miR-132-3p**	UACAGUCUACAGCCAUGGUCG
**miR-133a-3p**	UGGUCCCCUUAACCAGC
**miR-133a-5p**	AGCUGGUAAAAUGGAACCAAUC
**miR-133b-3p**	UUUGGUCCCCUUAACCAGCUA
**miR-133b-5p**	GCUGGUCAAACGGAACCAAGUC
**miR-133c**	UUUGGUCCCCUUAACCAGCUA
**miR-133d**	UUGGUCCCCUUAACCAGCCGC

**miR-135a**	UAUGGCUUUUUAUUCCUAUGUGA
**miR-135b**	UAUGGCUUUUUAUUCCUAUCUG
**miR-135c**	UAUGGCUUUCUAUUCCUAUGUG
**miR-137a-3p**	UUAUUGCUUAAGAAUACGCGUAG
**mir-137b**	UUAUUGCUUGAGAAUACGCGUA
**miR-137a-5p**	ACGGGUAUUCUUGGGUGGAUAAU
**miR-138a**	AGCUGGUGUUGUGAAUCAGGCCG
**miR-138b**	AGCUGGUGUUGUGAAUCAGGCUG
**miR-1388-3p**	AUCUCAGGUUCGUCAGCCCAUG
**miR-1388-5p**	AGGACUGUCCAACCUGAGAAUG
**miR-139**	UCUACAGUGCAUGUGUCUCCA
**miR-140-5p**	CAGUGGUUUUACCCUAUGGUAG
**miR-141**	UAACACUGUCUGGUAACGAUGC
**miR-142**	CCCAUAAAGUAGAAAGCACUAC
**miR-142b**	CAUAAAGUAGAAAGCACUACUA
**miR-143-3p**	UGAGAUGAAGCACUGUAGCUC
**miR-143-5p**	GGUGCAGUGCUGCAUCUCUGGU
**miR-144-3p**	UACAGUAUAGAUGAUGUACU
**miR-144-5p**	AGGAUAUCAUCUUAUACUGUAA
**miR-145**	GUCCAGUUUUCCCAGGAAUCCCU
**miR-146a**	UGAGAACUGAAUCCAUAGAUGG
**miR-146b**	UGAGAACUGAAUCCAUAGGCU
**miR-147b**	GUGUGCGGAAAUGCUUCUGC
**miR-148**	UCAGUGCAUUACAGAACUUU
**miR-150**	ACUCCCAAUCCUUGUACCAGU
**miR-152-3p**	UCAGUGCAUGACAGAACUUUGG
**mir-152b**	UCAGUGCAAAACAGAACUUUG
**mir-152-5p**	UAGGUUCUGUGAUACACUCCGACU
**miR-153a**	UUGCAUAGUCACAAAAGUGAUC
**miR-153b**	UUGCAUAGUCACAAAAAUGAGC

---

miR-153c	UUGCAUAGUCACAAAAAUGAUC
miR-155	UUAAUGC UAAUCGUGAUAGGGGU
miR-15a	UAGCAGCACGGA AUGGUUUGUG
miR-15b	UAGCAGCGCAUCAUGGUUUGUA
miR-1582	GAAAGAGAGCCAGAACACAG
miR-1599	GGAGGGAGGAAAAAAAAAAAA
miR-16a	UAGCAGCACGUAAAUAUUGGUG
miR-16b	UAGCAGCACGUAAAUAUUGGAG
miR-16c	UAGCAGCAUGUAAAUAUUGGAG
miR-1623	GCAGGCACAGACAGGCAGUA
miR-1692	UGUAGCUCAGUUGGUAGAGU
miR-17a-5p	CAAAGUGCUUACAGUGCAGGUA
miR-1788-5p	GGCUUGUUUUAAGUUGCCUGCG
miR-1788-3p	CAGGCAGCUAAAGCAAGUC
miR-1701	GGCUGGUUAGUUGGUUGUUU
miR-18a	UAAGGUGCAUCUAGUGCAGAU
miR-18b	UAAGGUGCAUCUAGUGCAGUUAG
miR-18c	UAAGGUGCAUCUUGUGUAGUUA
miR-181a-5p	AACAUUCAACGCUGUCGGUGAGU
miR-181a-3p	ACCAUCGACCGUUGAUUGUACC
miR-181b	AACAUUCAUUGCUGUCGGUGGGUU
miR-181c	CACAUUCAUUGCUGUCGGUGGG
miR-181d	AACAUUCAUUGUUGUCGGUGGGU
miR-182-5p	UUUGGCAAUGGUAGAACUCACA
miR-182-3p	UGGUUCUAGACUUGCCAACUA
miR-183	UAUGGCACUGGUAGAAUUCACUG
miR-184-3p	UGGACGGAGAACUGAUAAAGGGC
miR-184-5p	UCCUUAUCACUUUUCAGCCCA
miR-187-3p	UCGUGUCUUGUGUUGCAGCC
miR-187-5p	GGCUGCAACACAGGACAU

**miR-188**	CAUCCCUUGCAUGGUGGAGGG
**miR-190a**	UGAU AUGUUUGAU AUUUAGGU
**miR-190b**	UGAU AUGUUUGAU AUUCGGUUG
**miR-192**	AUGACCUAUGAAUUGACAGCC
**miR-193a**	AACUGGCCUACAAAGUCCCAGU
**miR-194a**	UGU AACAGCAACUCCAUGUGG
**miR-194b**	UGU AACAGCCGCUCCAUGUGGA
**miR-1957a**	**CAGUGGUAGAGCAUAUGAC**
**miR-1973**	**ACCGUGCAAAGGUAGCAUA**
**miR-196a**	UAGGUAGUUUCAUGUUGUUGGG
**miR-196b**	UAGGUAGUUUCAAGUUGUUGGG
**miR-196c**	UAGGUAGUUUGAUGUUGUUGGG
**miR-196d**	UAGGUAGUUUUAUGUUGUUGGG
**miR-199a-5p**	CCCAGUGUUCAGACUACCUGUUC
**miR-199a-3p**	CAGUAGUCUGCACAUUGGUUA
**miR-199b**	CCCAGUGUUUAGACUACCUGUUC
**miR-19a-3p**	UGUGCAA AUCUAUGCAAACUGA
**miR-19a-5p**	CUAGUUUUGCAUAGUUGCACUA
**miR-19b-3p**	UGUGCAA AUCCAUGCAAACUGA
**miR-19c**	UGUGCAA AUCCAUGCAAACUCG
**miR-19d**	UGUGCAA ACCCAUGCAAACUGA
**miR-20a-5p**	UAAAGUGCUUAUAGUGCAGGUAG
**miR-20a-3p**	ACUGCAGUGUGAGCACUUGAAG
**miR-20b**	CAAAGUGCUCACAGUGCAGGUAG
**miR-200a-3p**	UAACACUGUCUGGUAACGAUGU
**miR-200a-5p**	CAUCUUACCGGACAGUGCUGGA
**miR-200b-3p**	UAAUACUGCCUGGUA AUGAU
**miR-200b-5p**	CAUCUUACUGGGCAGCAUUGGA
**miR-200c**	UAAUACUGCCUGGUA AUGAUGC
**miR-202-5p**	UUCCUAUGCAUAUACCUCUUUG

**miR-202-3p**	AGAGGCAUAGGGCAUGGGAAAA
**miR-203a**	GUGAAAUGUUUAGGACCACUUG
**miR-203b-3p**	GUGAAAUGUUCAGGACCACUUG
**miR-203b-5p**	AGUGGUUCUUGACAGUUCAACA
**miR-204**	UUCCCUUUGUCAUCCUAUGCCU
**miR-204b**	UUCCCUUUGUUAUCCUAUGCCU
**miR-205-5p**	UCCUUCAUUCCACCGGAGUCUG
**miR-205b**	CCCUUCAUUCCACCGGAGUCUGU
**miR-205-3p**	AGAUUUCAGUGGUGUGAAGUGU
**miR-206-3p**	UGGAAUGUAAGGAAGUGUGUGG
**miR-206-5p**	ACAUGCUCUUUAUAUCCUCAUA
**miR-21**	UAGCUUAUCAGACUGGUGUUG
**miR-210-3p**	CUGUGCGUGUGACAGCGGCUAA
**miR-210-5p**	AGCCACUGACUAACGCACAU
**miR-211**	UUCCCUUUGUCAUCCUUCGCCU
**miR-212-3p**	UACAGUCUACAGUCAUGGCU
**miR-212-5p**	ACCUUGGCUCUAGACUGCUUACU
**miR-2137**	GCCGGCGGGAGCCCCAGGGAG
**miR-214-3p**	ACAGCAGGCACAGACAGGCAG
**miR-214-5p**	UGCCUGUCUACACUUGCUGUGC
**miR-215**	AUGACCUAUGAAUUGACAGAC
**miR-216b**	UAAUCUCUGCAGGCAACUGUGA
**miR-216a**	AAAUCUCAGCUGGCAACUGUGA
**miR-217**	UACUGCAUCAGGAACUGAUUGG
**miR-218a**	UUGUGCUUGAUCUAACCAUGUG
**miR-218b**	UUGUGCUUGAUCUAACCAUGCA
**miR-2184**	AACAGUAAGAGUUUAUGUGCU
**miR-2187-3p**	UUACAGGCUAUGCUGAAUCUAUG
**miR-2188**	AAGGUCCAACCUCACAUGUCCU
**miR-219**	UGAUUGUCCAAACGCAAUUCUU

**miR-22a**	AAGCUGCCAGCUGAAGAACUGU
**miR-22b**	AAGCUGCCAGUUGAAGAGCUGU
**miR-22-3p**	AAGCUGCCAGUUGAAGAACUGU
**miR-221-3p**	AGCUACAUUGUCUGCUGGGUUUC
**miR-221-5p**	ACCUGGCAUACAAUGUAGAUUUCUGU
**miR-222a-3p**	AGCUACAUCUGGCUACUGGGUCUC
**miR-222-5p**	CUCAGUAGCCAGUGUAGAUCU
**miR-223-3p**	UGUCAGUUUGUCAAUACCCC
**miR-223-5p**	CGUGUAUUUGACAAGCUGAGUU
**miR-23a-3p**	AUCACAUUGCCAGGGAUUUCCA
**miR-23b**	AUCACAUUGCCAGGGAUUACCAC
**miR-23c**	AUCACAUUGCCAGUGAUUACCC
**miR-24a-3p**	UGGCUCAGUUCAGCAGGAACAG
**miR-24a-5p**	GUGCCUACUGAACUGGUAUCAGU
**miR-24b**	UGGCUCAGUUCAGCAGGACAG
**miR-24c**	UGGCUCAGUUCAGCAGAA
**miR-25-3p**	CAUUGCACUUGUCUCGGUCUGA
**miR-25-5p**	AGGCGGAGACUUGGGCAAUUG
**miR-252**	AUAAGUAGUAGUGCCGCAGGUAA
**miR-258**	GGUUUUGAGAGGAAUCCUUUU
**miR-26a**	UUCAAGUAAUCCAGGAUAGGCU
**miR-26b**	UUCAAGUAAUCCAGGAUAGGUU
**miR-27a**	UUCACAGUGGCUAAGUUCCG
**miR-27b-3p**	UUCACAGUGGCUAAGUUCUGCA
**miR-27b-5p**	AGAGCUUAGCUGAUUGGUGAAC
**miR-27c**	UUCACAGUGGUUAAGUUCUGC
**miR-27d**	UUCACAGUGGUUAAGUUCUGC
**miR-27e**	UUCACAGUGGCUAAGUUCAGUG
**miR-281a**	UGUCAUGGAGUUGCUCUCUUGC
**miR-29a**	UAGCACCAUUUGAAAUCGGUUA

**miR-29b**	UAGCACCAUUUGAAAUCAGUGU
**miR-29d**	UAGCACCAUAUGAAAUCGGUGUC
**miR-301a-3p**	CAGUGCAAUAGUAUUGUCAAAAG
**miR-301a-5p**	GCUCUGACUUCAUUGCACUAC
**miR-301b**	CAGUGCAAUAGUAUUGUCAUUG
**miR-301b-5p**	GCUCUGACAAUGUUGCACUAC
**miR-301c**	CAGUGCAAUAGUAUUGUCAUAG
**miR-30a-5p**	UGUAAACAUCCUCGACUGGAAG
**miR-30a-3p**	CUUUCAGUCGGAUGUUUGCAGC
**miR-30b**	UGUAAACAUCCUACACUCAGCU
**miR-30c**	UGUAAACAUCCUACACUCUCAGCU
**miR-30d**	UGUAAACAUCCCCGACUGGAAG
**miR-30e-5p**	UGUAAACAUCCUUGACUGG
**miR-30f**	UGUAAACACCCUACACUCUCAGC
**miR-31**	AGGCAAGAUGUUGGCAUAGCUG
**mirR-320a**	AAAAGCUGGGUUGAGAGGGCGA
**mirR-320d**	AAAAGCUGGGUUGAGAGGA
**miR-33-3p**	CAAUGUACCUGCAGUGCAA
**miR-33-5p**	GUGCAUUGUAGUUGCAUUGCA
**miR-338-3p**	UCCAGCAUCAGUGAUUUUGUUG
**miR-338-5p**	AACAACAUCCUGGUGCUGCCUGAGU
**miR-34a**	UGGCAGUGUCUUAGCUGGUUGU
**miR-365**	UAAUGCCCCUAAAAUCCUUAU
**miR-363**	AAUUGCACGGUAUCCAUCUGUA
**miR-3618**	UGUCUACAUAUAAUGAAAAGAGC
**miR-375**	UUUGUUCGUUCGGCUCGCGUUA
**miR-3963**	UGUAUCCACUUCUGACAC
**miR-3968**	CGAAUCCACUCCAGACACCA
**miR-3975**	UGAGGCUAAUGCACUACUUCAC
**miR-4286**	ACCCACUCCUGGUACC

**miR-4255**	**CAGUGUUCAGAGAUGGA**
**miR-4256**	**AUCUGACCUGAUGAAGGU**
**miR-4273**	**GUGUUCUCUGAUGGACAG**
**miR-4289**	**GCAUUGUGCAGGGCUAUC**
**miR-4295**	**CAGUGCAAUGUUUUCU**
**miR-429-3p**	UAAUACUGUCUGGUAUGCCGU
**miR-429-5p**	GUCUUACCAGACAUGGUUAGA
**miR-430a**	UAAGUGCUAUUUGUUGGGGUAG
**miR-430d**	UAAGUGCUUCUCUUUGGGGUUG
**miR-430c**	UAAGUGCUUCUCUUUGGGGUAG
**miR-430e**	UAAGUGCUAUGUUGUUGGGGAU
**miR-430i**	UAAGUGCUAUUUGUUGGCGUAG
**miR-4304**	**CCGGCAUGUCCAGGGCA**
**miR-4319**	**UCCCUAGAGCAAAGCCAC**
**miR-4327**	**GGCUUGCAUGGGGGACUGG**
**miR-449b**	**AGGCAGUGUAUUGUAGCUGGC**
**miR-4448**	**GGCUCCUUGGUCUAGGGGUA**
**miR-4454**	**GGAUCCGAGUCACGGCACCA**
**miR-4502**	**GCUGAUGAUGAUGGUGCUGAAG**
**miR-454**	UAGUGCAAUAUUGCUUAUAGGGU
**miR-456**	CAGGCUGGUUAGAUGGUUGUCA
**miR-458**	AUAGCUCUUUAAAUGGUACUGC
**miR-459**	UCAGUAACAAGGAUUCAUCCUG
**miR-4500**	**UGAGGUAGUAGUUUCUU**
**miR-4532**	**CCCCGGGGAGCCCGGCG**
**miR-4576**	UUUGUUUAGCGAUGUAUCUGGC
**miR-451**	AAACCGUUACCAUACUGAGUU
**miR-455a**	UAUGUGCCCUUGGACUACAUCG
**miR-455b**	GUAUGUGCCCUUGGACUACAUU
**miR-4560**	UCUCUGUCCACACAAACACCUG

---

miR-460-5p	CCUGCAUUGUACACACUGUGCG
miR-460-3p	CACAGCGCAUACAAUGUGGAUG
miR-460b	UCCUCAUUGUACAUGCUGUGUG
miR-462	UAACGGAACCCAUAAUGCAGCU
miR-466i	UGUGUGUGUGUGUGUGUGUGUG
miR-466q	GUGCACACACACACAUACGU
miR-467g	UAUACAUACACACACAUAUUAU
miR-467f	AUAUACACACACACACCUACA
miR-4792	CGGUGAGCGCUCGCUGGC
miR-489	AGUGACAUCAUAUGUACGGCUGC
miR-499-5p	UUAAGACUUGCAGUGAUGUUUA
miR-499-3p	AACAUCACUUUAAGUCUGUGC
miR-509	UACUGCAGACAGUGGCAAUCA
miR-5100	UCGAAUCCCAGCGGUGCCUCU
miR-5108	GUAGAGCACUGGAUGGUUU
miR-5112	UAGCUCAGUGGUAGAG
miR-5119	CAUCUCAUCCUGGGGCUGG
miR-5124a	GGUCCAGUGACUAAGAGCAU
miR-574	UGAGUGUGUGUGUGUGAGUGUGU
miR-7a	UGGAAGACUAGUGAUUUUGUUGUG
miR-7b	UGGAAGACUAGUGAUUUUUUGUU
miR-71	UGAAAGACAUGGGUAGUGAGACG
miR-72	AGGCAAGAUGUUGGCAUAGCUGA
miR-722	UUUUUUGCAGAAACGUUUCAGAUU
miR-724	UUAAAGGGAAUUUGCGACUGUU
miR-725	UUCAGUCAUUGUUUCUAGUAGU
miR-727-3p	GUUGAGGCGAGUUGAAGACUUA
miR-727-5p	UCAGUCUUCAAUUCCUCCCAGC
miR-728	AUACUAAGUACACUACGUUUUC
miR-730	UCCUCAUUGUGCAUGCUGUGUGU

**miR-731**	AAUGACACGUUUUCUCCCGGAUCG
**miR-733**	UGCGUUGGUUUAGCUCAGUGGUU
**miR-737**	AAUCAAAACCUGAAAGAAAAUA
**miR-9a-3p**	AUAAAGCUAGAUAAACCGAAAG
**miR-9a-5p**	UCUUUGGUUAUCUAGCUGUAUGA
**miR-92a**	UAUUGCACUUGUCCCGGCCUGU
**miR-92b**	UAUUGCACUUGUCCCGGCCUCCC
**miR-93**	AAAAGUGCUGUUUGUGCAGGUA
**miR-96**	UUUGGCACUAGCACAUUUUUGCU
**miR-99a-5p**	AACCCGUAGAUCCGAUCUUGUG
**miR-99a-3p**	CAAGCUCGCCUCUGUGGGUCUC
**miR-99b**	CACCCGUAGAACCGACCUUGCG
**miR-140-3p**	UACCACAGGGUAGAACCACGGAC
**miR-129-3p**	AAGCCCUUACCCCAAAAAGCAU
**miR-9b-3p**	UAAAGCUAGAGAACCGAAUGU
**miR-458a-5p**	AGCGCCAUUUUCAGAGCUAUA
**miR-132-5p**	ACCGUGGCAUUAGAUUGUUACU
**miR-2188-3p**	CUGUGUGAGGUUAGACCUAUC
**miR-17a-3p**	ACUGCAGUGGAGGCACUUCUAG
**miR-23a-5p**	UGGGGUUCCUGGCACGGUGAUUU
**miR-2187-5p**	UUAAUUAGUAUAGCCUGUUUUA
**miR-19b-5p**	AGUUUUGCUGGUUUGCAUUCAG
**miR-130c-5p**	GCCCUUUUUAUGUUGUACUACU
**miR-125b-3p**	ACUGGUUAGGCUCUUGGGAAC

How the deposited data were processed for this re-analysis (not part of the article)

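Small RNA was sequenced on the SOLiD platform from 8 libraries of Senegalese sole, 1 per stage (75Ep, 20S, Hatch, Met) and incubation temperature (15°C, 21°C), each from a pool of triplicate samples. The authors trimmed and filtered the reads, removed other small RNAs by BLAST and mapped the rest against miRBase. The log2 values were made by the authors, as deposited, by dividing the reads of each miRNA by the trimmed reads of its library, as a percent, and taking the log2. That the divisor is the trimmed reads of Table 1 was checked on the values, since each then stands for a whole number of reads, apart from 10 values in 6 miRNAs. An undetected miRNA is deposited as the log2 of 1e-14.

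The trimmed reads were 2802986 and 2169069 at 75Ep (15°C and 21°C), 3320266 and 2564327 at 20S, 4312425 and 3256433 at Hatch, and 4965849 and 4247722 at Met. Reads of the 320 miRNAs came to 142964 in the shallowest library and 2284973 in the deepest. Counting intervals are exact, at 95%, and say nothing of the spread between fish.

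Comparisons used limma 3.58.1 in R 4.3.3 on the deposited values, with stage and temperature as terms, a variance trend and Benjamini-Hochberg adjustment within each comparison at 0.05. The design, fixed before the files were opened, sent undetected values in as deposited unless they were blank or minus infinity. The value found stands for the log2 of 0, so it was read as minus infinity and set to -16.60, a reading made after the values were seen. The literal reading was run as an added alternative, and only the clustering used the deposited value as its main setting. Values under 1 read counted as undetected. Early and late stages were compared with exact permutation tests, and strands of a precursor with exact sign-flip tests, two-sided, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Within a stage, with 1 library per temperature, no test was made, and the median of each list was placed among 10000 random lists of like abundance. These percentiles describe the libraries and were not corrected for the number of lists and stages.

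The lists were the families or clusters of miR-430, let-7, miR-17-92, miR-181, miR-199 with miR-214, miR-130 with miR-301 and miR-454, miR-10 with miR-99, miR-100 and miR-125, miR-196, miR-26, miR-29 and miR-30, and the miRNAs of muscle, liver and gut, lipid metabolism, red and white blood cells, neurons, sensory organs, epithelia, vessels, pancreas, cartilage, germ line and invertebrates, tRNA-like or rRNA-like sequences, and the miRNAs chosen for qPCR. The name rule for miR-430 was corrected after the data were seen, so that miR-4304 is not a member. Single miRNAs are named where the paper names them, where a list counts them, where they rank among the largest changes of a comparison or the smallest p for temperature, where they differ most between temperatures within a stage, or where they are among the 5 most abundant of a library. miR-27c, miR-27d, miR-101a-5p, miR-107-3p and miR-148 fall outside this rule and were chosen after their values were seen.

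Alternatives were rescaling to the summed miRNA reads, centring each library on the median miRNA detected in all 8, 2 pseudocounts, no filter or a filter at the median abundance, sums over family number and strand, 2 variance priors, models without the temperature term or the stage block, other fold thresholds, other clusterings, and leaving out each library. Added after the data were seen were undetected values as deposited, voom on the recovered reads, a fit without the miRNAs with values that are not whole reads, clustering with undetected miRNAs at -16.60, and a minimum of 10 reads within a stage. On 10 simulated data sets with 40 changed miRNAs each, 23.4% of 4-fold and 82.6% of 16-fold changes at Met were recovered against Hatch, with 2.81% of calls false, and 1.88% of calls were false for 4-fold differences between temperatures. Precursor positions were left out, since no reference for miRNA genes was at hand, and the qPCR values were not in the data.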

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

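For the 75Ep libraries the tests on the miRNA share, on miR-430 and on the step to 20S were chosen after the result was seen, while rescaling and centring were set beforehand, as was the rescaling test for Met.

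At 75Ep the miRNAs read at both temperatures had a median difference of 0.95 on the log2 scale, higher at 21°C, and at Met of -1.36, lower at 21°C, a difference in direction between stages that was not tested. Both medians stand out because the stages move in opposite directions with 1 library each.

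At 75Ep miRNAs made up 6.84% of trimmed reads at 15°C and 6.59% at 21°C, a log2 difference of -0.053, which argues against a different miRNA share in the 2 libraries, and rescaling to the miRNA total left a median of 1.01. The trimmed reads that the miR-430 family leaves to other RNAs differ by -0.040 on the log2 scale. This value had to be small, since the family took 5.83% of trimmed reads at 15°C and 3.21% at 21°C. It therefore cannot decide whether miR-430 displaced other miRNAs among the miRNA reads. miRNAs outside the family made up 1.01% of trimmed reads at 15°C and 3.39% at 21°C. Centring gave 0.032, but it sets the median near 0 by its design, so a difference of scale offset by fewer reads of miR-430 at 21°C stays open. Whether embryos at 21°C were further along toward 20S when sampled stays open, since over 193 miRNAs the difference between temperatures went with the change from 75Ep to 20S (Spearman's rho 0.40), but the same 2 libraries enter both, and with 75Ep at 15°C or at 21°C alone as the start of that change the rho was 0.64 and 0.074. An effect of temperature itself stays open and untested, as does a difference between the 2 pools of embryos.

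At Met, rescaling to the miRNA total moved the median to 0.0056, as the smaller share of miRNAs in the library at 21°C (17.9% of trimmed reads against 46.0%) would have it. This may be a matter of scale for most miRNAs. Why the share was lower stays open, since the table holds no other RNAs, though the average read length in Table 1 was 25.2 nt there and 21.1 to 23.5 nt in the other 7 libraries, and a lower level of miRNAs in fish kept at 21°C as embryos was not tested.

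After the authors removed reads of tRNAs and rRNAs, entries of the table whose sequences hold tRNA or rRNA motifs still had at most 1327 reads in a library (Hatch at 21°C) and 163 at least (Met at 21°C). Of 9 such entries 1 rose and 3 fell from 75Ep to Met (limma, 1 and 3 adjusted over the list alone, 1 and 4 rescaled, 1 and 5 centred).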

How the results depend on the processing

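Settings with undetected values as deposited, voom, values that are not whole reads, clusters with undetected miRNAs at -16.60 and the 10-read minimum were chosen after the results were seen.

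The stage F-test stayed within 1.5 times its 203 calls under every setting run (138 to 209 miRNAs, 149 to 198 with 1 library left out), and no setting called a miRNA for temperature. The 8 assignments of libraries to temperatures are too few for a share under 0.05, with 0 calls in the real one and at most 0 in the others.

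From 75Ep to 20S the 119 calls became 53 rescaled, 62 centred and 0 to 137 with 1 library left out, a fit that takes the lone library to vary like the others. From 20S to Hatch the 4 calls became 8 rescaled, 7 centred, 2 with the larger pseudocount, 0 on family sums, 7 without the temperature term, 15 with undetected values as deposited, 2 with voom, 2 without values that are not whole reads and 0 to 2 with 1 library left out. From Hatch to Met the 52 became 28 above the median abundance (fewer miRNAs tested), 28 on family sums, 31 with undetected values as deposited and 0 to 75 with 1 library left out. From 75Ep to Met the 203 became 119 centred and 126 above the median abundance. Centring turned the change from 75Ep to Met of miR-181a-3p to -0.067, miR-203b-5p to -3.42, miR-203a to -2.23, miR-17a-5p to -3.33, miR-130c to -0.74, miR-204 to -1.07 and miR-26a to -1.32.

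The ratio of detected miRNAs, late over early, was 1.15, and 1.12 to 1.18 with 1 library left out. It was 1.01 above the median abundance, where nearly all miRNAs were already detected early. The ratio of the summed share was 2.03, 1.66 to 2.50 with 1 library left out, and 0.295 centred, where centring itself sets the sum. The sum cannot be rescaled to its own total, so that was not run.

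The median difference between temperatures at 75Ep was 0.032 centred and 0.63 with the larger pseudocount, at Hatch -0.36 rescaled and -0.37 centred, and at Met 0.0056 rescaled, -0.25 centred and -1.20 with the larger pseudocount. miRNAs at least 2-fold apart numbered 114 at 75Ep (53 at 4-fold, 69 with 10 reads), 49 at 20S (26 with the larger pseudocount, 20 above the median, 8 at 4-fold, 98 at 1.5-fold, 21 with 10 reads), 63 at Hatch (31, 23, 17, 119 and 30 in the same order) and 177 at Met (69 rescaled, 74 centred, 108 above the median, 56 at 4-fold). The 29 strand pairs that passed were 19 above the median and 21 to 26 with 1 library left out. Cluster sizes moved from 71 to 19 with 1 minus Pearson correlation and 143 with undetected miRNAs at -16.60, from 70 to 18 with average linkage, 162 and 132, and from 179 to 45. Apart from what the settings themselves fix, the cause was not tested.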

Differences from the paper's values

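The comparison of statements was made after the results were seen. Of 23 values compared, 0 differed by more than 1.5 times. These were percents of trimmed reads, counts of miRNAs and annotated reads that the paper states in its text or Table 1. The paper's qPCR folds between temperatures were not among them. The paper's number of conserved miRNAs was 1.04 to 1.06 times the number detected here, and its reads annotated to miRBase were 1.04 to 1.37 times the reads of the 320 miRNAs.

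Some statements differ. The paper places miR-430c among the 3 most read miRNAs at 75Ep, which holds at 15°C, whereas at 21°C it ranks 11th with 1750 reads and miR-17a-5p is the third with 15685. Of the passenger strands it names, it gives miR-203b-5p, miR-202-5p and miR-20a-3p as the most read at 75Ep, but at 21°C miR-140-3p (826 reads) lies above miR-203b-5p (669), and miR-181a-3p (563) above miR-20a-3p (259) and miR-202-5p (172), while at 15°C miR-203b-5p (321) and miR-202-5p (318) lead. The paper gives the share of miR-130c at Hatch as one of total miRNAs, and its values match the percent of trimmed reads here (2.39% at 15°C and 6.34% at 21°C), while of the reads of the 320 miRNAs miR-130c made up 9.59% and 20.7%.

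The paper states that miR-206 and miR-133 are higher at 21°C at 20S, for miR-133 from the sequencing and for miR-206 without saying whether from sequencing or qPCR. miR-206-3p is lower there at 21°C (0.192% against 0.439%), and the miR-133 strands differ by 1.18-fold (miR-133a-3p), 0.824-fold (miR-133a-5p) 1.03-fold (miR-133b-3p) and 0.812-fold (miR-133b-5p) at 21°C over 15°C. For miR-181a-3p at 20S the paper's qPCR fold and the sequencing fold given above are both higher at 15°C. The qPCR fold, from replicate pools, is larger by more than 1.5 times.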

Other observations

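The test on miR-71 at Met was chosen after its reads were seen, and that on the 3 invertebrate miRNAs beforehand.

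Of all 295 miRNAs, 187 rose from 75Ep to Met (limma, 135 rescaled, 70 centred), and the lists below were not tested against the others. Of 16 neural miRNAs 14 rose from 75Ep to Met (limma, 15 adjusted over the list alone, 12 rescaled, and centred 9 rose and 1 fell), and 10 from 75Ep to 20S (11 adjusted over the list alone, 5 rescaled, 4 centred). All 4 sensory organ miRNAs of the list rose from 75Ep to Met (4 adjusted over the list alone, 4 rescaled, none centred). The 3 erythroid miRNAs rose from Hatch to Met (3 adjusted over the list alone, 2 rescaled, 2 centred), miR-451 by 6.29 on the log2 scale (standard error 0.93, limma adjusted p = 0.00354), and their sum went from 2.32e-04% and 1.54e-04% of trimmed reads at Hatch (15°C and 21°C) to 0.0309% and 0.0106% at Met. These calls from Hatch to Met rest on 2 libraries per stage. From 75Ep to Met 6 of 8 white blood cell miRNAs rose (6 adjusted over the list alone, 5 rescaled, 3 centred) and 2 of 3 endothelial ones (2 under each).

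Other lists depend on the scale. From 75Ep to Met 3 of 6 pancreatic and endocrine miRNAs rose (3 adjusted over the list alone, 2 rescaled, and centred none rose and 1 fell), and 7 epithelial miRNAs of 14 rose and 2 fell (7 and 2 adjusted over the list alone, 3 and 2 rescaled, 2 and 6 centred). In the miR-30 family 4 of 7 rose (4 adjusted over the list alone, 1 rescaled, and centred none rose and 2 fell), in the miR-29 family 2 of 3 (2 adjusted over the list alone, none rescaled or centred, where its median is -0.98), in the miR-26 family 2 of 2 (2 adjusted over the list alone, 1 rescaled, none centred, median -0.57) and in miR-196 1 of 2 (1 adjusted over the list alone, none rescaled or centred, median -0.15). In let-7 9 of 10 rose from 75Ep to Met (10 adjusted over the list alone, 8 rescaled, 5 centred). In none of the 26 lists did a miRNA differ between temperatures over the stages in limma, adjusted over all or over the list alone.

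Larval feed was weighed as a source of miRNAs known from invertebrates. miR-71 had 15 reads at Hatch at 15°C, before feeding, and miR-252 and miR-281a were read only at Hatch, which argues against feed as the source in those libraries. At Met miR-71 had 92 reads at 21°C and 0 at 15°C, though both groups had been fed, and feed as a source of the 92 stays open, since 1 library per group cannot decide it.

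Some miRNAs of like name or sequence have reciprocal reads in the 2 libraries of a stage. miR-126b had 8432 reads at Met at 15°C and 3 at 21°C, and miR-126a-5p 4 and 2136. In sequence, though, miR-126b is near miR-126a-3p, which had 21587 and 5298 reads there and was not reciprocal to it. At Hatch miR-17a-5p had 21294 and 48511 reads at 15°C and 21°C where miR-20a-5p had 20229 and 416. miR-1a-3p and miR-1a-5p at Hatch stand for whole reads only with the trimmed reads of the other temperature.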
